# Synergistic effect of CD47 blockade in combination with cordycepin treatment against cancer

**DOI:** 10.3389/fphar.2023.1144330

**Published:** 2023-04-17

**Authors:** Chen Feng, Rongzhang Chen, Weiwei Fang, Xinran Gao, Hanjie Ying, Xiao Zheng, Lujun Chen, Jingting Jiang

**Keywords:** cordycepin, anti-CD47, macrophage, tumor microenvironment, scRNA-seq

## Abstract

Cordycepin is widely considered a direct tumor-suppressive agent. However, few studies have investigated as the effect of cordycepin therapy on the tumor microenvironment (TME). In our present study, we demonstrated that cordycepin could weaken the function of M1-like macrophages in the TME and also contribute to macrophage polarization toward the M2 phenotype. Herein, we established a combined therapeutic strategy combining cordycepin and an anti-CD47 antibody. By using single-cell RNA sequencing (scRNA-seq), we showed that the combination treatment could significantly enhance the effect of cordycepin, which would reactivate macrophages and reverse macrophage polarization. In addition, the combination treatment could regulate the proportion of CD8^+^ T cells to prolong the progression-free survival (PFS) of patients with digestive tract malignancies. Finally, flow cytometry validated the changes in the proportions of tumor-associated macrophages (TAMs) and tumor-infiltrating lymphocytes (TILs). Collectively, our findings suggested that the combination treatment of cordycepin and the anti-CD47 antibody could significantly enhance tumor suppression, increase the proportion of M1 macrophages, and decrease the proportion of M2 macrophages. In addition, the PFS in patients with digestive tract malignancies would be prolonged by regulating CD8^**+**^ T cells.

## Introduction

Cordycepin (3′-deoxyadenosine) is a critical bioactive component of *Cordyceps militaris*, which has a wide range of biological effects, such as antitumor, anti-inflammatory, and antidiabetic properties. Recent experiments have shown that cordycepin has a direct and safe antitumor efficacy in breast cancer (Liu et al., 2020a), cholangiocarcinoma (CCA) (Wang et al., 2017; Liu et al., 2020b), non-small cell lung cancer (NSCLC) (Wei et al., 2019), and bladder cancer (Kim et al., 2019). Furthermore, accumulating evidence has indicated that cordycepin can attack the DNA, induce the production of reactive oxygen species (ROS), and promote apoptosis by deactivating the PI3K/AKT pathway (Nasser et al., 2017; Zeng et al., 2017; Kim et al., 2019; Wang et al., 2019). In addition, cordycepin can enhance cisplatin and temozolomide sensitivity by inhibiting the PI3K/AKT pathway (Bi et al., 2018; Gao et al., 2020). Moreover, with regard to breast cancer, multiple studies have shown that cordycepin can suppress epithelial–mesenchymal transition (EMT), invasion, and metastasis by inhibiting the Hedgehog pathway and the generation of ROS (Liu et al., 2020a; Wei et al., 2022). Overall, cordycepin inhibits migration, proliferation, and invasion of tumor cells and EMT *via* promoting apoptosis. In addition, cordycepin can significantly suppress inflammatory responses in chronic kidney disease (Sun et al., 2019), acute pancreatitis (Yang et al., 2020), and acute pneumonia (Kim et al., 2011) by inhibiting both the phosphorylation of MAPKs and the activation of NF-κB.

In recent years, immunotherapy has emerged as an essential treatment for cancer, in addition to surgery, chemotherapy, and radiotherapy. CD47 is a cell surface molecule that is widely expressed in most cancers. It consists of an extracellular domain known as IgSF, five transmembrane domains, and one variable intracellular domain. Accumulating evidence showed a positive connection between high CD47 expression and poor prognoses in various cancers, such as NSCLC (Arrieta et al., 2020) and gastric cancer (GC) (Shi et al., 2021). The SIRP family includes five primary members, namely, SIRPα, SIRPβ1, SIRPβ2, SIRPγ, and SIRPδ. Among them, SIRPα and SIRPγ, when activated by their corresponding CD47 receptors, played an inhibitory role. When CD47 interacts with SIRPα, the immune-receptor tyrosine-based inhibitory motif (ITIM), the intracellular domain of SIRPα is activated and phosphorylated. In addition, the phosphatases SHP-1 and SHP-2 are activated by ITIM (Kharitonenkov et al., 1997; Jiang et al., 1999). The heterogeneity of macrophages has different responses to pathogens and external stimuli. Macrophages have been activated in a kind of continuous mode from classically activated (M1) macrophages (pro-inflammatory/antitumor) to activated (M2) macrophages (anti-inflammatory/pro-tumor) (Goerdt et al., 1999; Mantovani et al., 2002; Sica et al., 2008). Increased tumor-associated macrophage (TAM) infiltration and phagocytic function are found when the interaction between CD47 and SIRPα is blocked (Weiskopf et al., 2016; Li et al., 2018; Schürch et al., 2019). In addition, it has been confirmed that the blockade of the CD47-SIRPα pathway in the treatment of tumors can significantly increase the phagocytic function of M1 macrophages, leading to a converse shift from M2 macrophages to M1 macrophages (Zhang et al., 2016). Two clinical trials (EudraCT numbers: 2016-004372-22 and NCT02641002) were terminated in 2017 and 2018 due to severe anemia that resulted in adverse drug reactions (ADRs). However, in 2019, a clinical trial about the combination treatment of the CD47 antibody and azacytidine for acute myeloid leukemia (AML) and myelodysplastic syndrome (MDS) indicated high treatment efficacy and high ADRs (Sallman et al., 2019).

In this study, we investigated the effectiveness of a combination treatment using an anti-CD47 antibody and cordycepin to enhance tumor inhibition. By using single-cell RNA sequencing (scRNA-seq), we confirmed that this combination treatment increased the proportion of M1-like macrophages and decreased the proportion of M2-like macrophages. Furthermore, the combination treatment was found to prolong progression-free survival (PFS) in patients with colorectal cancer (CRC) by regulating CD8^+^ T cells. We also used flow cytometry to analyze the reshaping of the tumor microenvironment (TME). In conclusion, this combination treatment proved to be a valuable therapeutic strategy for various types of cancer.

## Materials and methods

### Cell culture and experimental animals

The mouse colon cancer cell lines MC38 and CT26 were provided by the Chinese Academy of Sciences, Shanghai Institutes for Biological Sciences (Shanghai, China). Briefly, MC38 and CT26 cells were maintained in DMEM (Gibco, Thermo Fisher Scientific, United States) supplemented with 10% (v/v) fetal bovine serum (FBS) and 100 U/mL penicillin. In addition, male C57BL/6J and Balb/c mice (6–8 weeks old) were housed in a specific pathogen-free (SPF) environment in Cavens Laboratory Animals (Jiangsu Changzhou, China). All animal-related procedures were approved by the Ethics Committee of the Third Affiliated Hospital of Soochow University.

### Animal models and *in vivo* treatment

Briefly, 1 × 10^6^ MC38 cells were injected under the skin (s.c.) on the right flank of C57BL/6J mice, and 1e^−6^ CT26 cells were injected subcutaneously (s.c.) on the right flank of Balb/c mice. Different treatments were given when the maximal diameter of the tumor was greater than 5 mm, including PBS, cordycepin, CD47 antibody (Clone MIAP301, BioXcell, United States), and combination therapy (anti-CD47+ cordycepin) groups. The mice were treated with the CD47 antibody (200 µg/mouse 200 *i. p.*) on days 0, 4, 8, and 12 during the treatment. Extraction and purification of cordycepin were completed by the College of Biotechnology and Pharmaceutical Engineering, Nanjing Tech University. Cordycepin was kept in clean and dried tubes at 4°C. It was dissolved in saline. The mice were treated daily with cordycepin (500 µg/mouse, i. g.). The tumor volume was measured every 2 days and calculated using the formula as follows: V = Length × Width^2^ × π/6.

### Flow cytometry

The tumor tissues were minced into pieces smaller than 1 mm^3^. Next, the tumors were digested with DNase I (REF 10104159001, Roche) and Liberase TL (REF 05401020001, Roche). Once the digestion was complete, a serum-containing culture medium was added, followed by grinding and screening through a 200-µm strainer to obtain a single-cell suspension. Antibodies against mouse CD45 (Clone 30-F11, BD Biosciences), Ghost (No. 59863S, Cell Signaling Technology), CD3 (Clone 17A2, BD Biosciences), CD4 (Clone GK1.5, BD Biosciences), CD8 (Clone 53-6.7, BD Biosciences), GR1 (Clone RB6-8C5, BD Biosciences), CD11b (Clone M1/70, BD Biosciences), MHC-II (Clone M5/114.15.2, BD Biosciences), F4/80 (Clone BM8, BD Biosciences), and CD206 (Clone CO68C2, BD Biosciences) were used to stain cells. Data acquisition was conducted using a Beckman Coulter DxFLEX cytometer, followed by data analysis using FlowJo software (version 10.8.1, FlowJo Software, United States).

### scRNA-seq

Using the aforementioned method, single-cell suspensions of the tumors were prepared. For FACS sorting, the cells were enriched using the CD45 [tumor-infiltrating lymphocytes (TILs)] Microbead Mouse Kit (Cat. 130-110-618, Miltenyi Biotec, Lerden, Netherlands) and stained with Ghost Dye™ Violet 510 Viability Dye (No. 59863S, Cell Signaling Technology) and Percp-Cy5.5-CD45 (Clone 30-F11, BD Biosciences) antibodies. Each sample contained approximately 1 × 10^6^ CD45^+^ cells sorted using the BD FACSAria II instrument. FACS analysis was used to sort single cells into flow tubes, and the AOPI was used to determine the viability of the cells. In order to produce single-cell gel beads in the emulsion, the cell suspension, which contained 300–600 living cells per microliter according to CountStar, was loaded onto the chromium single-cell controller (10x Genomics). Using an S1000TM Touch Thermal Cycler (Bio-Rad), single-cell transcriptome amplification was conducted at 53°C for 45 min, followed by incubation at 85°C for 5 min and holding at 4°C for 10 min. An Agilent 4200 instrument was used to assess the quality of the cDNA templates (performed by CapitalBio Technology, Beijing).

### scRNA-seq data processing

Gene-barcode matrices were generated using Cell Ranger (v5.0.0) software by demultiplexing and aligning raw sequencing data to the mm10 mouse reference genome. Filtration, normalization, dimensionality reduction, clustering, and differential expression analysis were performed using the Seurat (v4.1.1) R package. The following criteria were applied to remove low-quality cells: gene number between 200 and 6,000, UMI count >1,000, and mitochondrial content >10%. A total of 12,907 cells were obtained after filtration. 

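Of the 13997 barcodes in the files of both libraries, 5780 of the cordycepin group and 7127 of the combination treatment group had between 200 and 6000 genes, more than 1000 UMIs and a mitochondrial share of at most 10%, which makes 12907 cells. The mitochondrial limit was applied as an upper limit. The UMI limit alone removed 642 barcodes of the cordycepin group and 361 of the combination treatment group. The mitochondrial limit removed 34 barcodes (0.529%) and 111 barcodes (1.47%), and the limits on genes removed 4 and 58, with some barcodes failing more than 1 limit. The kept cells had a median of 1233 genes in the cordycepin group and 1832 in the combination treatment group, and a median mitochondrial share of 0.402% and 0.683%. The limit on UMIs moved the number most, since 13816 cells were kept with more than 500 UMIs.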

The batch effect across different samples was eliminated using the Harmony (v0.1.0) method. The “ElbowPlot” function was adopted to select the top 40 harmony embeddings to perform clustering and visualization. Different clustering results were generated using the “FindClusters” function with resolutions ranging from 0.2 to 1.2. A suitable resolution was determined using the clustree package (v0.5.0) in R. Finally, 24 clusters were obtained (resolution = 1.2). 

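With 40 components and a resolution of 1.2, the kept cells formed 25 clusters here. A cluster of 148 cells was led by Col3a1, Sparc and other matrix genes and was named fibroblast-like. Another cluster of 190 cells held T cell genes and myeloid genes together, and Scrublet called 64.2% of its cells doublets. Without these 2 clusters 12569 cells were left, and without the fibroblast-like cluster alone 12759. Scrublet called 111 cells of the cordycepin group (1.92%) and 162 of the combination treatment group (2.27%) doublets over all kept cells. They were kept in the main setting, because the paper's text names no doublet step.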

A total of 12,772 cells were retained for further analysis after excluding two clusters (18) that did not express any known markers. The MAST method (“FindAllMarkers”) was used for differential gene analysis. Log2-fold changes greater than 0.25 and Bonferroni-adjusted *p*-values less than 0.05 were used to identify differentially expressed genes (DEGs). In the second round of clustering for CD8^+^ T cells and myeloid cells, the SCTransform method was used to normalize the expression matrix, the Harmony method was used for integration analysis, and the FindNeighbor and FindCluster functions were used for clustering.

### Gene Expression Omnibus (GEO) data

The GEO dataset was downloaded from the GEO database (http://www.ncbi.nlm.nih.gov/geo)(GEO accession No. GSE126157). Principal component analysis (PCA) was conducted using the FactoMineR and factoextra R packages. DEGs were identified using the limma R package. Heatmap was constructed using the limma, ggplot2, and pheatmap packages. Finally, KEGG (Kyoto Encyclopedia of Genes and Genomes) pathway analysis was carried out using the org.Mm.eg.db and dplyr R packages.

### The Cancer Genome Atlas (TCGA) data and COX survival model

RNA-seq profiles and corresponding clinical information on CRC, CCA, GC, and esophageal carcinoma (ESCC) were downloaded from TCGA database (https://portal.gdc.com). The count data were converted to TPM and normalized, matching with the corresponding clinical information. Log-rank was used to compare differences in survival. The timeROC (version 0.4) analysis was used to compare the predictive accuracy. R package survival was used to build the COX survival model. For Kaplan–Meier (KM) curves, *p*-values and hazard ratios (HRs) with 95% confidence interval (CI) were generated by log-rank tests and univariate cox proportional hazards regression. HOME for researchers (www.home-for-researchers.com) was used to analyze the TCGA data.

### Statistical analysis

GraphPad Prism V.10 software was used to perform statistical analyses, and the data were expressed as mean ± SEM. The one-tailed, unpaired Student’s t-test was used to compare the two groups. In addition, tumor growth curves were compared by the two-way ANOVA. Finally, the survival of the mice was analyzed using the KM method and the log-rank test. *p* < 0.05 was considered statistically significant.

## Results

### Anti-CD47 antibody in combination with cordycepin shows a significant therapeutic effect on colon cancer models in mice

We constructed the subcutaneous tumor models to validate the combined therapeutic effect using the murine CRC cell lines MC38 and CT26. Then, the tumor-bearing mice were subjected to anti-CD47, cordycepin, and combination treatments. Cordycepin was administered daily by oral gavage for 30 days. In addition, the anti-CD47 antibody and control IgG were administered every 4 days *via* intraperitoneal injection (Figure 1A). For mouse models of MC38 CRC, combination treatment significantly decreased the proliferation of tumor cells and prolonged survival (Figures 1B, C). Moreover, for mouse models of CT26, the combination treatment showed a significant effect. Taken together, the combination treatment decreased the proliferation of tumor cells and prolonged survival (Figures 1D, E).

**FIGURE 1:**
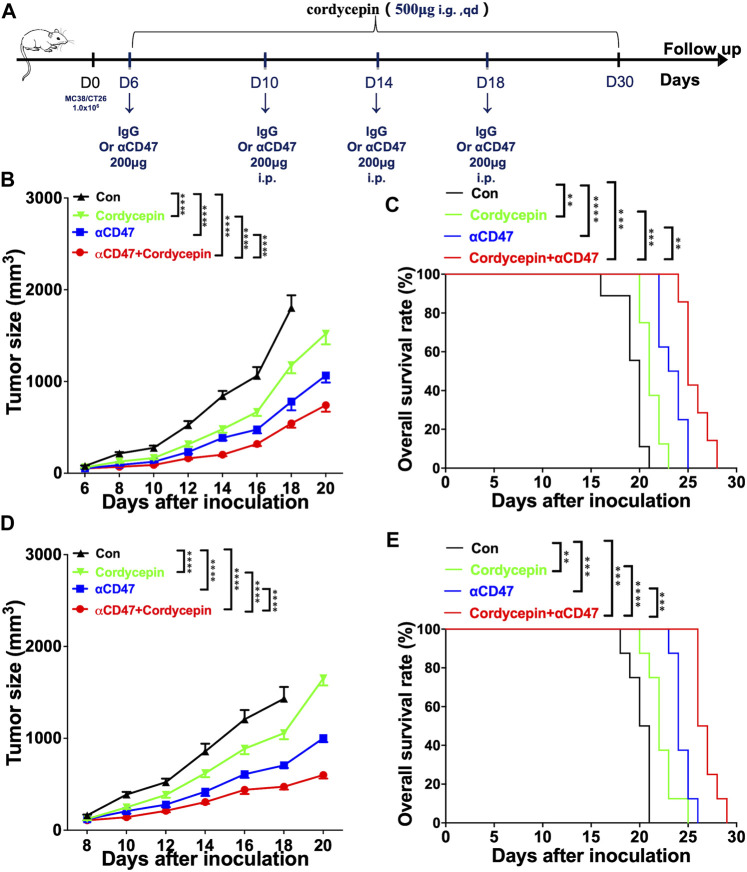
Combination treatment shows significant therapeutic effects in animal models **(A)**. Schematic illustration of the experimental design time flow. MC38 tumor-bearing mice or CT26 tumor-bearing mice were treated with anti-CD47 antibodies or IgG (control) on days 6, 10, 14, and 18 after tumor inoculation. The mice were treated with cordycepin *via* daily gavage **(B, D)**. Tumor growth curves of all groups, following the injection of 1 × 10^6^ MC38 or CT26 cells (*n* > = 6, representative results from three independent experiments) **(C, E)**. KM survival analysis of the mice from **(B, D)** (log-rank (Mantel–Cox) test) (*n* = 6, representative results from three independent experiments). n. s. (not significant) *p* > 0.05, ^*^ *p* < 0.05, ^**^ *p* < 0.01, ^***^ *p* < 0.001, and ^****^ *p* < 0.0001.

### Cordycepin inhibits the function of M1 macrophages

Many studies have confirmed that cordycepin exerts its antitumor effects directly by inducing the apoptosis of tumor cells (Wang et al., 2017; Jin et al., 2018; Liu et al., 2020a). To test the effect of cordycepin on macrophages, we found the matrix used to record the gene expression of macrophages treated by cordycepin (GSE126157) (Ashraf et al., 2019). We selected the LPS-induced macrophage group and LPS-induced macrophages treated with the cordycepin group as a new matrix. This new matrix was then subjected to PCA. Moreover, we found that PCA could discriminate between the control and cordycepin groups (Figure 2A), indicating that cordycepin could significantly influence the function of M1-like macrophages. DEG analysis showed that the expressions of the *Myc* and *Ccl7* genes were decreased in the cordycepin group (Figure 2B), confirming that the *Myc* gene could promote macrophage proliferation in a non-inflammatory manner (Yin et al., 2020; Gerlach et al., 2021). In addition, the *Ccl7* gene could promote macrophage polarization to M1-like macrophages and increase the level of macrophage infiltration (He et al., 2019; Xie et al., 2021). We found that the regulatory genes were enriched in multiple pathways (Figures 2C, D). In addition, enrichment and signaling pathway analysis were performed for DEGs (Figure 2E). We found that cordycepin could dampen the function of M1-like macrophages in the LPS-induced macrophage model (Figure 2E), such as by decreasing the interaction between macrophages and IL-1 and cytokine production. Finally, gene markers of the M1 macrophages were compared in DEGs, and we found that cordycepin would decrease the expression of these molecular markers (Figure 2F).

**FIGURE 2:**
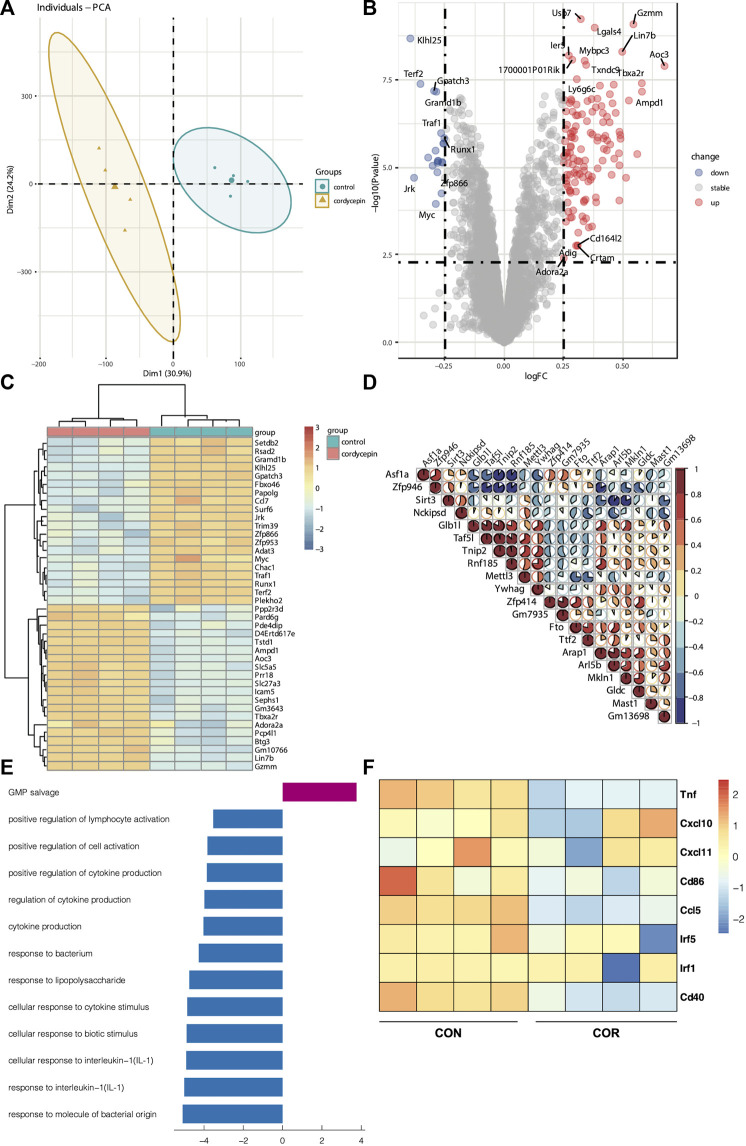
Cordycepin decreases the function of macrophage I (M1 macrophages) **(A)**. PCA showed the difference between the two groups **(B)**. DEGs of two groups. The marked genes by tags were those with a *p*-value < 0.005 and a log Fc > 0.25 **(C)**. Heatmap was chosen to show the top 20 up- and downregulated genes **(D)**. Heatmap was chosen to show the correlations of the top 20 genes **(E)**. KEGG pathway enrichment analysis was performed utilizing the KEGG pathway database (http://www.genome.jp/kegg). Based on the function of macrophages, the pathways were selected. The decreasing function is represented by the bar graphs (blue), and the increasing function is represented by the bar graphs (red) **(F)**. Heatmap was chosen to show the differential gene expression of molecular markers of the M1 phenotype. Cordycepin was represented by “COR”.

### Anti-CD47 reverses the inhibitory effect of cordycepin on M1-like macrophages

We found that the combination treatment resulted in better effects than the cordycepin treatment alone (Figure 1), and the cordycepin treatment could weaken the function of M1-like macrophages (Figure 2). Therefore, we hypothesized that the anti-CD47 antibody would increase the inhibitory effect. To test this hypothesis, we used scRNA-seq in MC38 tumor-bearing mice. 

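MC38 is a mouse colon adenocarcinoma cell line, cordycepin is an adenosine analog, and the antibody blocks CD47, a surface protein that restrains phagocytosis through its receptor SIRPα on macrophages. CD45-selected cells of subcutaneous MC38 tumors were profiled with droplet-based scRNA-seq, in which each captured transcript carries a unique molecular identifier (UMI). There was 1 library of the cordycepin group and 1 of the combination treatment group, and neither the paper's text nor the sample labels state how many mice each library pooled. The paper's methods give cordycepin daily at 500 µg per mouse and the antibody at 200 µg per mouse on day 0 and every 4 days until day 12. Its results instead start cordycepin on the second day of the third antibody cycle, and the labels place the harvest on day 8, so the schedule of the 2 libraries is not settled. The authors deposited the UMI count of each gene in each cell, made with Cell Ranger on the mouse genome mm10 and not normalized. The files held 24519336 UMIs in 6432 barcodes of the cordycepin group and 52367648 UMIs in 7565 barcodes of the combination treatment group. The median UMI count per kept cell was 3558 and 6462, a ratio of 1.82 between the groups.
The cells were filtered, clustered and named again from these counts, with the limits and the resolution of the paper's methods where these state them. Clusters were named by their marker genes and are called X-like, and they may differ from the paper's clusters in the cells they hold. The marker genes, the gene lists of the scores, the macrophages taken as M2 and the main settings were set before the data were examined, but the reading of Il4ra for Il4r, the scores needed to name a cluster and the leaving out of a mixed cluster were set after the data were seen. The genes of the paper's claims were left out of the genes used for the second round of clustering. Since a deeper cell shows more genes, each cell was thinned to 1000 UMIs before scores or shares of cells with a UMI were compared. Summed UMIs of a gene are given as counts per 1000000 UMIs of the cell class (CPM). Gm42418, a gene on chromosome 17 of GRCm38 from 39846958 to 39848788 that RefSeq names Rn18s-rs5, a pseudogene of ribosomal RNA, took 3.96% of the UMIs of the cordycepin group and 21.6% of those of the combination treatment group. Leaving it out of the totals raised the median log2 ratio between the groups over all genes by 0.28 in macrophage-like, 0.32 in dendritic-like and 0.39 in CD8 T-like cells, and changes are therefore also given relative to the median gene. With 1 library per group, no test was made and no difference has a replicate check. Shares carry exact (Clopper-Pearson) 95% binomial intervals and UMI sums exact 95% Poisson intervals, which cover counting error only.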

Starting from the second day of the third anti-CD47 mAb treatment cycle, cordycepin was administered daily through gavage. The tumors were dissociated into a single-cell suspension. The dissociated cells were positively selected using CD45 microbeads and sorted by flow cytometry (Supplementary Figures S1A, B). Furthermore, all cells were divided into six clusters, including B cells, CD4^+^ T cells, CD8^+^ T cells, γδT, myeloid cells, and natural killer (NK) cells (Supplementary Figure S1C).

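Myeloid-like cells made up 65.6% (95% interval 64.4 to 66.8) of the kept cells of the cordycepin group and 72.0% (71.0 to 73.1) of those of the combination treatment group. CD4 T-like cells made up 7.27% (6.61 to 7.97) and 6.85% (6.27 to 7.46), and NK-like cells 3.34% (2.89 to 3.84) and 2.51% (2.16 to 2.90). The shares of γδT-like cells were 0.381% and 0.491%, and those of B-like cells 0.208% and 0.239%, from 57 and 29 cells in all. The cluster of T cell and myeloid genes, which a threshold set after the data were seen kept out of both classes, held 1.80% and 1.21%.
Of the 5 broad clusters with Cd8a and Cd8b1, broad cluster 3, led by Ccl5, Cd8b1 and Cd8a, held 13.9% of the cordycepin group and 8.97% of the combination treatment group. Broad clusters 9 and 12, led by genes of cell division, held 2.98% and 2.66% of the cordycepin group and 2.54% and 2.32% of the combination treatment group. Broad cluster 20, led by Prf1, Nrgn and Ccr7, held 0.709% and 0.814%, and broad cluster 21, led by heat-shock genes, held 0.484% and 0.477%. The 10 leading genes of broad cluster 20 also include Lag3 and Pdcd1. On the marker lists used here, markers of other classes among them, such as Ccr7 and Klrd1 of the DC lists, outnumbered those of CD8 T cells. This count does not show that its cells are other than CD8 T cells. By this rule the pooled shares of 20.8% and 15.1% are not compared as a class. Without broad cluster 20, a definition chosen after the data were seen, the shares were 20.1% and 14.3%, a difference of −5.75 percentage points.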

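The 8926 myeloid-like cells, 3793 of the cordycepin group and 5133 of the combination treatment group, were clustered again after SCTransform and formed 14 clusters. Macrophage-like clusters, among them a cycling one and one led by the heat-shock genes Hspa1b and Hspa1a, held 52.8% (95% interval 51.2 to 54.4) of the myeloid-like cells of the cordycepin group and 52.6% (51.2 to 54.0) of those of the combination treatment group, a difference within the counting error. Monocyte-like clusters held 23.04% (21.7 to 24.4) and 20.9% (19.8 to 22.0). A granulocyte-like cluster held 1.85% (1.44 to 2.33) and 2.92% (2.48 to 3.42), but the direction depended on depth. With the combination library thinned to the depth of the cordycepin library and cells left with 1000 UMIs or fewer dropped, an alternative chosen after the data were seen, it held 1.68% and 0.937%. A cluster led by mitochondrial genes and another led by T cell genes, in which Scrublet called 32.3% of the cells doublets, stayed unnamed and together held 6.43% and 6.21%. The difference in macrophage-like cells moved most without batch correction, to 23.7 percentage points.

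**Figure D1:**
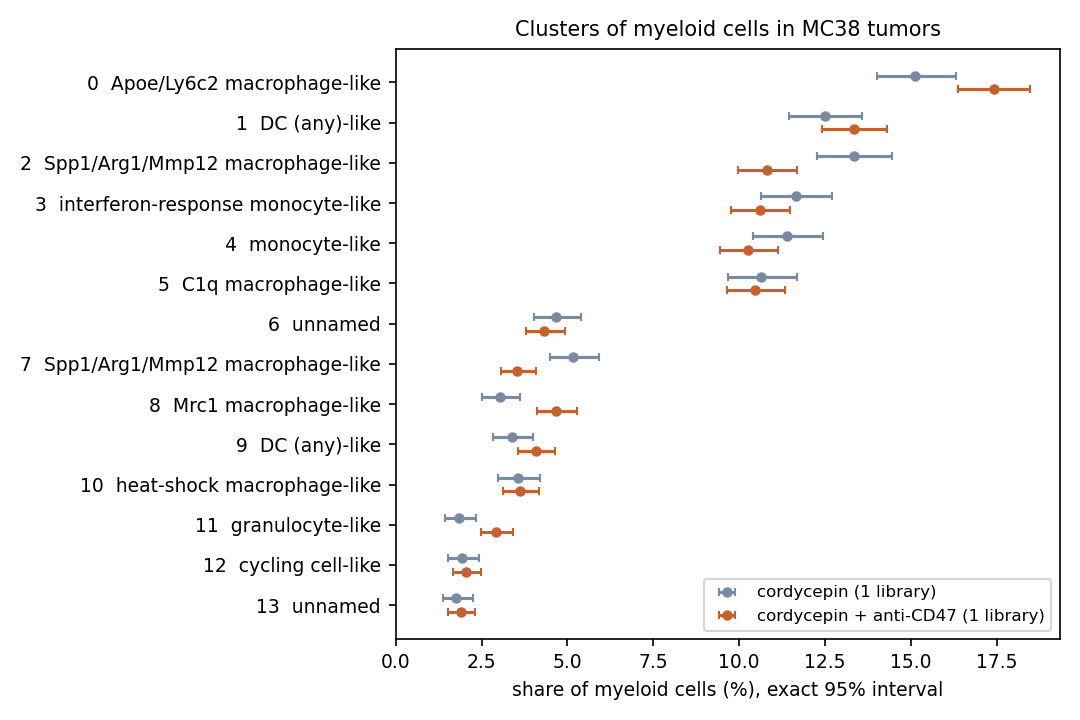
Shares of the 14 clusters among the myeloid-like cells of each library, in percent, with points for the share and bars for the exact 95% binomial interval. Cluster 0 (Apoe/Ly6c2) is the largest in both groups, at 15.1% in the cordycepin group and 17.4% in the combination treatment group.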

The cluster of myeloid cells was chosen to analyze the function of dendritic cells (DCs) and macrophages. First, we used the DEGs to define all clusters (Figures 3A, B). We found that the number of M2 macrophages in the combination treatment group decreased, which accounted for a high proportion of all macrophages. 

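The paper's text does not list which of its clusters are M2 macrophages, so the Spp1/Arg1/Mmp12-like and the Mrc1-like macrophages were taken. Spp1/Arg1/Mmp12-like macrophages made up 18.5% (95% interval 17.3 to 19.8) of the myeloid-like cells of the cordycepin group and 14.4% (13.4 to 15.3) of those of the combination treatment group. They were 702 cells and 737 cells, in cluster 2 with 13.3% and 10.8% and in cluster 7 with 5.17% and 3.55%. The difference of −4.15 percentage points ranged from −9.36 without batch correction to −0.202 with clustering on log-normalised values, where these cells were only 1.82% and 1.62% of the myeloid-like cells. Genes that lead these clusters also differed between the groups in macrophage-like cells outside them, in both directions. The log2 ratios ran from −1.21 for Mmp12 to 0.79 for Gpnmb outside cluster 2, and from −1.08 for Ccl7 to 0.76 for F13a1 outside cluster 7, with −0.49 for Spp1 and 0.22 for Arg1, so the cluster sizes are not independent of these genes. Mrc1-like macrophages went the other way, with 115 cells or 3.03% (2.51 to 3.63) in the cordycepin group and 240 cells or 4.68% (4.11 to 5.29) in the combination treatment group. For them too, leading genes differed outside the cluster in both directions, among them Lpl at 1.02, Cd36 at 0.77, Pf4 at −0.46 and Cxcl3 at −0.63. Among macrophage-like cells both groups of clusters together made up 40.8% (38.6 to 43.0) and 36.2% (34.4 to 38.0).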

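Dendritic-like clusters held 602 of the myeloid-like cells of the cordycepin group, 15.9% (95% interval 14.7 to 17.1), and 894 of those of the combination treatment group, 17.4% (16.4 to 18.5), a difference within the counting error. Cluster 1, led by the MHC class II genes H2-Eb1, H2-Aa, H2-Ab1 and Cd74, held 12.5% (11.5 to 13.6) and 13.3% (12.4 to 14.3), and cluster 9, led by Tbc1d4, Klrd1 and H2-Oa, held 3.37% (2.82 to 4.00) and 4.07% (3.55 to 4.65). Outside cluster 1, the log2 ratios of its leading genes in dendritic-like cells ran from −1.08 for Cd74 to 0.52 for Axl. When the dendritic-like cells were clustered once more, a step chosen after the data were seen, 583 were monocyte-like and 514 macrophage-like by their markers, 319 were type 2 conventional DC-like, 50 Ccr7/Fscn1-like and 30 type 1 conventional DC-like. The type 2 cells made up 3.43% (2.87 to 4.06) and 3.68% (3.18 to 4.23) of the myeloid-like cells.
Cxcl16, which lies on chromosome 11 of GRCm38 from 70453983 to 70459984, had 674 (643 to 705) CPM in dendritic-like cells of the cordycepin group and 497 (481 to 514) in those of the combination treatment group, a log2 ratio of −0.44 (−0.52 to −0.36) and of −0.57 relative to the median gene. Clec10a, on the same chromosome from 70156197 to 70170834, had 15 UMIs or 5.54 CPM (3.10 to 9.14) and 136 UMIs or 19.8 CPM (16.6 to 23.4), a log2 ratio of 1.83 (1.06 to 2.71) and of 1.70 relative to the median gene. In the 399 cells named as DCs in the third clustering, the log2 ratio was −0.55 (−0.71 to −0.38) for Cxcl16 and 1.93 (0.94 to 3.11) for Clec10a. The paper's Cxcl16 and Clec10a DCs are clusters, and none here was matched to them. The values above are levels of these genes and not shares of such cells, so they do not test the paper's proportions.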

For DCs, *Cxcl16* DCs and *Clex10a* DCs were increased in the combination treatment group (Figure 3C). Moreover, we determined the M1-like macrophage score and the M2-like macrophage score to assess the function of TAMs. Genes associated with M1 macrophages include *C1qc*, *C1qb*, *Il23*, *Tnf*, *Cxcl9*, *Cd86*, *Il1a*, *Il1b*, *Il6*, *Ccl5*, *Irf7*, *Irf1*, *Cd40*, *Ido1*, *Cx3cr1*, and *Trem2*. In addition, genes associated with M2 macrophages include *Il4r*, *Ccl4*, *Ccl13*, *Ccl20*, *Ccl17*, *Ccl18*, *Ccl24*, *Lyve1*, *Vegfa*, *Vegfb*, *Vegfc*, *Vegfd*, *Egf*, *Ctsa*, *Ctsb*, *Ctsc,* and *Tgfb1*. We observed that M2 macrophages had higher M2-like macrophage scores (Figure 4A). 

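The M2 score was the mean of 15 of the 17 genes that the paper lists, without Ccl13 and Ccl18, and the M1 score that of all 16, with Il4ra and Il23a read for the listed Il4r and Il23. Each score was taken relative to the other genes of the cell and scaled to a mean of 0 and an SD of 1 over the 4702 macrophage-like cells, with cells thinned. The M2 score averaged 0.131 (SD 1.01) in the 1439 Spp1/Arg1/Mmp12-like cells, 0.337 (SD 0.976) in the 355 Mrc1-like cells and −0.106 (SD 0.979) in the 2908 other macrophage-like cells. Without thinning the means were 0.112, 0.414 and −0.106. Among the other cells, macrophage-like cluster 5, led by C1qa and C1qc, averaged 0.0974, and 0.214 without thinning. Without thinning this was above the mean of the Spp1/Arg1/Mmp12-like cells. The difference of 0.278 between Spp1/Arg1/Mmp12-like and Mrc1-like cells together and the other cells was smaller than the SD between cells. It stayed above 0 in 13 of 13 alternatives and was smallest, at 0.128, at a clustering resolution of 0.3. The M1 score averaged −0.302, −0.357 and 0.193 in the same order. This order of the first 2 kinds did not hold in both groups. In the cordycepin group the M1 means were −0.241, 0.0726 and 0.358, and in the combination treatment group −0.360, −0.562 and 0.0790.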

We used the M1-like macrophage score and the M2-like macrophage score to classify cells and identify changes in the number of macrophages. 

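A macrophage-like cell was counted as M2-like where its scaled M2 score was at least its M1 score, and as M1-like otherwise. By this count M2-like cells were 897 of 2003, or 44.8% (95% interval 42.6 to 47.0), in the cordycepin group and 1436 of 2699, or 53.2% (51.3 to 55.1), in the combination treatment group, a difference of 8.42 percentage points beyond the counting error. M1-like cells were the remaining 55.2% and 46.8%, and the ratio of M1-like to M2-like cells was 1.23 and 0.880. Without thinning, the M2-like shares were 41.6% (39.4 to 43.8) and 56.2% (54.3 to 58.1). These unthinned shares are no independent check. In simulated cells of 1 profile at 2 depths, further apart than those of the libraries, the M2 score differed by 0.888 without thinning. With thinning it differed by 0.111, which is sampling error, since thinned cells of 1 profile no longer differ in depth. The difference was above 0 in 16 of 16 alternatives and ranged from 3.61 percentage points without batch correction to 14.7 without thinning. It was also above 0 in each macrophage-like cluster except heat-shock cluster 10, where the shares were 57.0% in both groups, and was widest in Mrc1-like cluster 8, with 52.2% (42.7 to 61.6) and 80.0% (74.4 to 84.9). As both scores are scaled over the same cells, the shares depend on that scaling and are read only between the groups.

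**Figure D2:**
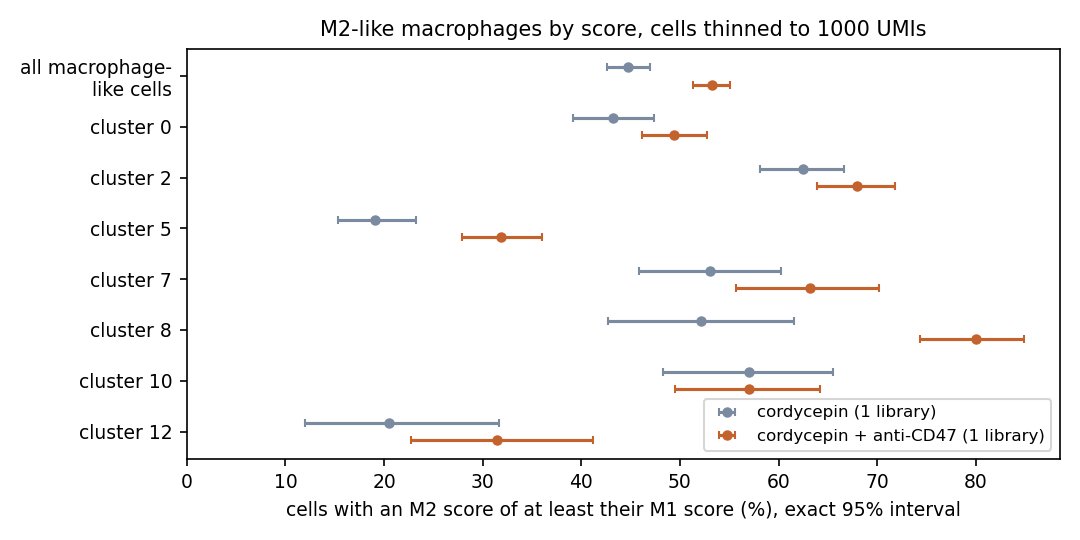
Share of macrophage-like cells of each library with an M2 score of at least their M1 score, in percent, over all macrophage-like cells and by cluster, with cells thinned to 1000 UMIs, points for the share and bars for the exact 95% binomial interval. The share over all cells is 44.8% in the cordycepin group and 53.2% in the combination treatment group.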

Our findings showed that cordycepin treatment increased M1-like macrophages and decreased M2-like macrophages (Figure 4B). Then, we used the KEGG database to enrich the pathway for each macrophage cluster. In addition, we found that the genes of M2 macrophages were enriched in the hypoxia pathway and TNFα signaling pathway (Figure 4C). In addition, we explored the expression of CD40 in macrophages and DCs. 

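The paper's text does not name the genes of these pathways, so lists of 19 hypoxia genes and 20 genes of TNF signaling, written by hand, were scored in place of an enrichment test. The hypoxia score averaged 0.734 (SD 0.928) in Spp1/Arg1/Mmp12-like cells, −0.146 (SD 0.863) in Mrc1-like cells and −0.345 (SD 0.844) in the other macrophage-like cells. Without thinning it averaged 0.806, −0.117 and −0.385. With cells thinned, cluster 2 averaged 0.967 and cluster 7 only 0.0799, although both are Spp1/Arg1/Mmp12-like. Among the other cells, heat-shock cluster 10 averaged 0.615, and clusters 0, 5 and 12 averaged −0.424, −0.477 and −0.735. The list shares 3 genes with the markers that name the Spp1/Arg1/Mmp12-like clusters. The TNF score averaged 0.229 (SD 1.07), 0.253 (SD 1.05) and −0.144 (SD 0.927), and without thinning 0.190, 0.295 and −0.130. Spp1/Arg1/Mmp12-like and Mrc1-like cells together lay above the other cells by 0.905 in the hypoxia score and by 0.377 in the TNF score. Without the 3 shared genes, an alternative chosen after the data were seen, the hypoxia difference was 0.835. These genes were left out of the score but still named the clusters, so the score stays tied to the naming. Clustering on log-normalised values left no hypoxia difference, at −0.000112, and reversed that of the TNF score to −0.336, but this compares other cells. The Spp1/Arg1/Mmp12-like cluster held only 152 cells there, 59 of them among the 1439 of the main setting, of which 1018 fell in a cluster named heat-shock macrophage-like.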

*CCL22* ^*−*^ DCs were found to have a higher expression of CD40 (Figure 4D), which would be a key factor for enhancing antigen presentation capacity (Bullock, 2022). Moreover, the expression of *CCL2* on macrophages and DCs was decreased, and the expression of *CCL9* was increased (Figure 4E). This finding confirmed the correlation between *CCL9* and cytotoxicity (Matloubian et al., 2000; Dangaj et al., 2019; Di Pilato et al., 2021). Furthermore, the expression of *CCL2* has been confirmed to increase tumor cell proliferation through the polarization of TAMs (McClellan et al., 2012).

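Cd40 (ENSMUSG00000017652) lies on chromosome 2 of GRCm38 from 165055627 to 165072948. Among myeloid-like cells, it was compared between the 50 Ccr7/Fscn1-like dendritic cells and all others. It had 157 CPM (95% interval 78.6 to 282) in the Ccr7/Fscn1-like cells of the cordycepin group, from 11 UMIs, and 148 (101 to 209) in those of the combination treatment group, from 32 UMIs, so the groups did not differ beyond the counting error. The log2 ratio between these cells and the other myeloid-like cells, over both groups, was 2.05 and stayed between 1.69 and 2.34 in 11 alternatives. The same cells held most of the Ccl22 UMIs of dendritic-like cells, with 91 of 102 UMIs in the cordycepin group and 346 of 592 in the combination treatment group. In the dendritic-like cells without them, most of which were monocyte-like or macrophage-like by markers in a further round of clustering, Cd40 had 43.2 (35.7 to 51.9) and 45.7 (40.8 to 51.2) CPM, a log2 ratio of 0.08 (−0.23 to 0.40).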

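Ccl2 (ENSMUSG00000035385, chromosome 11 of GRCm38, 82035571 to 82037453) had 3001.6 CPM (95% interval 2969 to 3035) in macrophage-like cells of the cordycepin group and 1406 (1391 to 1422) in those of the combination treatment group. This was a log2 ratio of −1.09 (−1.12 to −1.07), or of −1.25 relative to the median gene. In dendritic-like cells it had 1113 (1073 to 1153) and 440 (425 to 456) CPM, a log2 ratio of −1.34 (−1.41 to −1.26), or of −1.47 relative to the median gene. Over both classes together the log2 ratio was −1.15 and moved most, to −0.86, when Gm42418 was left out of all counts, an alternative chosen after the data were seen. Ccl9 (ENSMUSG00000019122, chromosome 11, 83572919 to 83578636) had 444 (431 to 457) CPM in macrophage-like cells of the cordycepin group and 582 (572 to 592) in those of the combination treatment group. Its log2 ratio was 0.39 (0.34 to 0.44), or 0.24 relative to the median gene. In macrophage-like cells without the Mrc1-like ones it was 0.14 (0.09 to 0.19), or 0.00094 relative to the median gene. In dendritic-like cells Ccl9 had 169 (153 to 185) and 285 (273 to 298) CPM, a log2 ratio of 0.76 (0.61 to 0.91), or of 0.63 relative to the median gene. In the 399 dendritic-like cells named as DCs in a further round of clustering, an alternative chosen after the data were seen, the log2 ratio was −1.08 (−1.40 to −0.76) for Ccl2 and 0.68 (0.29 to 1.08) for Ccl9.

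**Figure D3:**
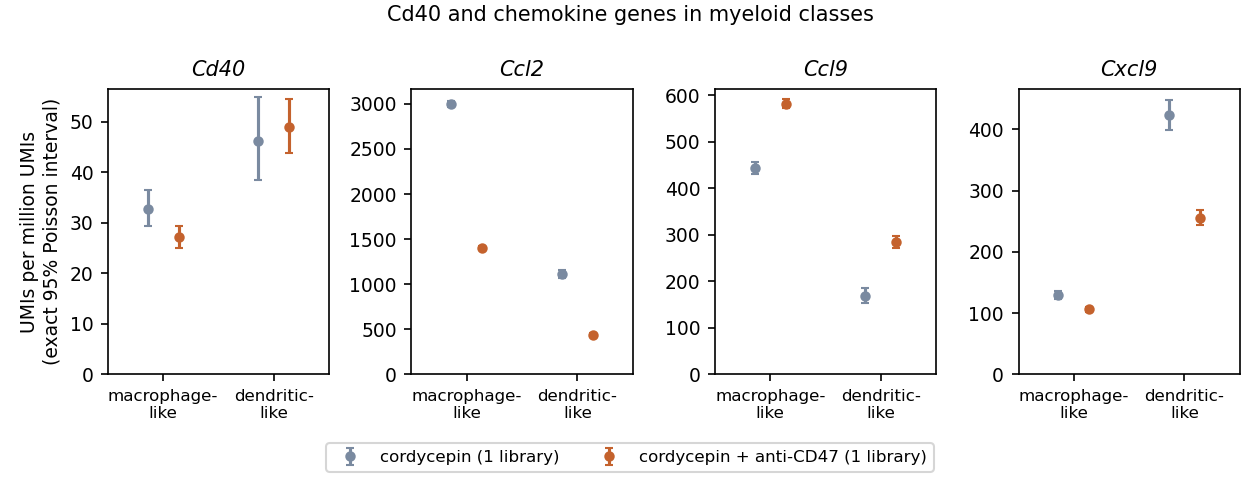
CPM of Cd40, Ccl2, Ccl9 and Cxcl9 in macrophage-like and dendritic-like cells of each library, with points for the value and bars for the exact 95% Poisson interval. Ccl2 is lower and Ccl9 higher in the combination treatment group in both classes.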

**FIGURE 3:**
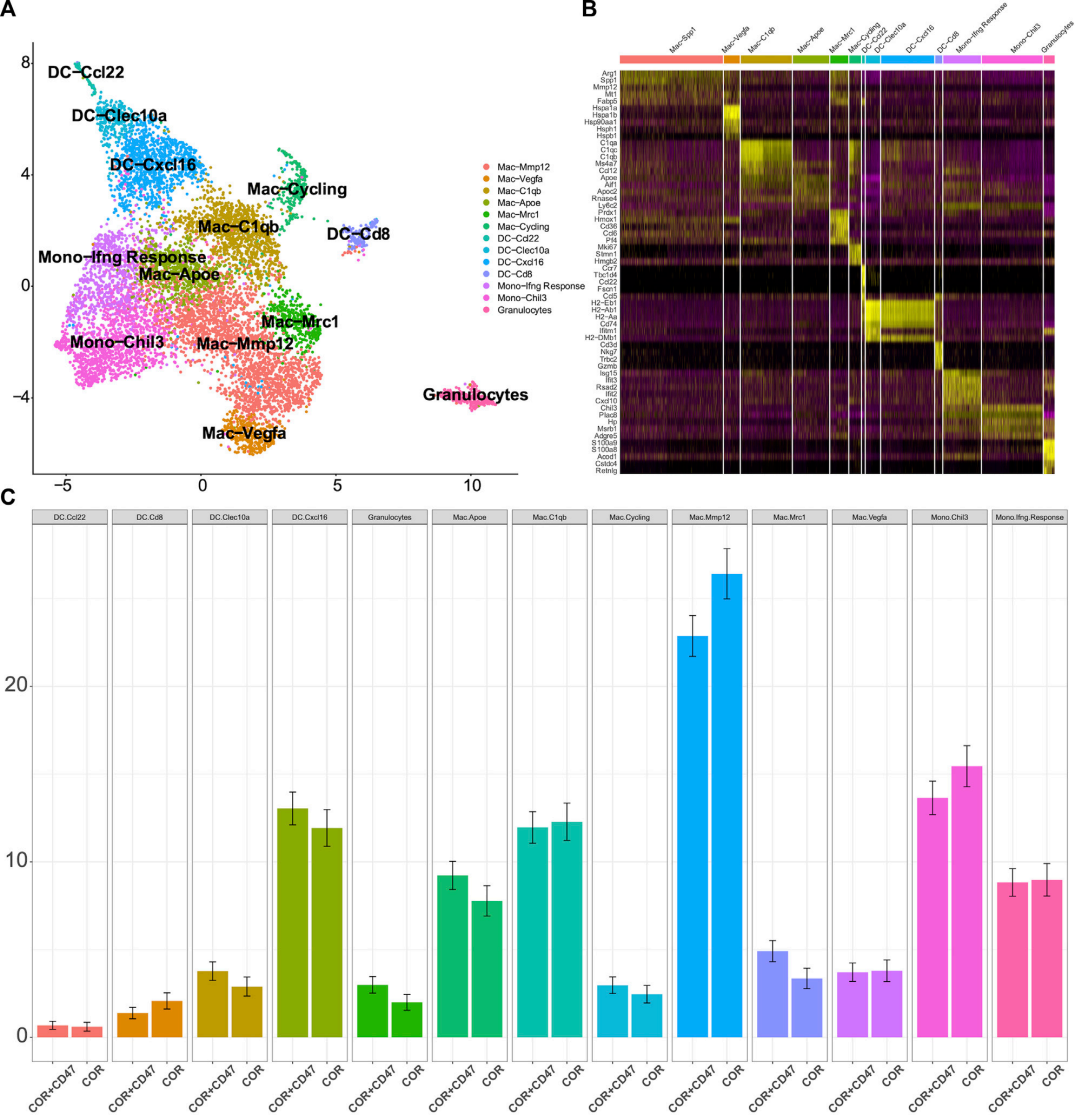
scRNA-seq is used to test the changes in myeloid cells **(A)**. Sub-clustering of myeloid cells is shown on the UMAP plots of the scRNA-seq dataset **(B)**. Individual myeloid cell clusters in the scRNA-seq data could be identified phenotypically based on a heatmap of myeloid cell lineage and functional markers **(C)**. MC38 tumors from the combination treatment group or cordycepin group showed the proportions of different subpopulations of myeloid cells. “COR + CD47” represents the combined treatment group; “COR” represents the cordycepin treatment group.

**FIGURE 4:**
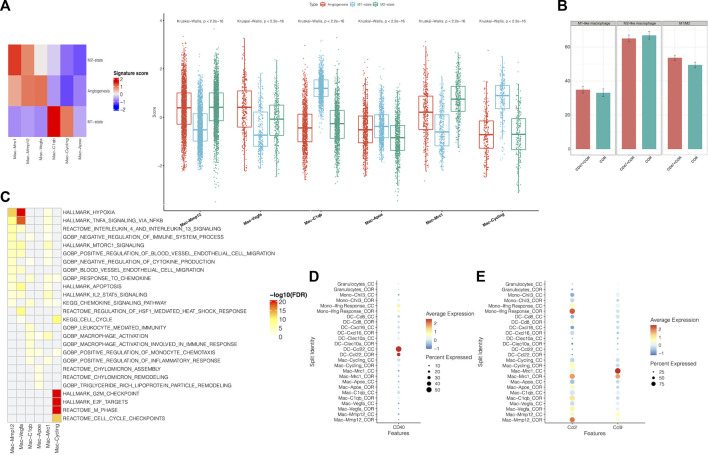
Function of sub-clustering in myeloid cells is confirmed by scRNA-seq **(A)**. Using the scRNA-seq data, M1-state, M2-state, and angiogenesis signature scores for each myeloid cell cluster are shown by a heatmap and boxplot **(B)**. This bar graph shows the changes of M1-like macrophages and M2-like macrophages **(C)**. Using the KEGG database**,** pathways were significantly enriched in the scRNA-seq data for each macrophage cluster **(D)**. A dot plot showed the expression of CD40 on myeloid cells in MC38 tumors from the combination treatment group or cordycepin group **(E)**. Different expressions of chemokines in different subpopulations of myeloid cells are shown by a dot plot in MC38 tumors from the combination treatment group or cordycepin group. “COR + CD47” represents the combined treatment group; “COR” represents the cordycepin treatment group.

We found that the combination treatment of the anti-CD47 antibody and cordycepin could decrease M2-like macrophages and increase M1-like macrophages. Furthermore, the combination treatment could enhance the antigen-presenting ability by increasing the expression of CD40. 

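Among the genes behind the scores, the log2 ratio of the combination treatment group to the cordycepin group in macrophage-like cells, where the median gene was at 0.15, was −0.84 (95% interval −0.86 to −0.81) for C1qb, −0.63 (−0.66 to −0.60) for C1qc, −0.77 (−0.81 to −0.73) for Trem2, −1.21 (−1.38 to −1.04) for Il1a and −0.73 (−0.84 to −0.63) for Tnf of the M1 list. Il1b of the same list was at 0.53 (0.48 to 0.58). Of the M2 list, Il4ra was at 0.76 (0.65 to 0.87), Vegfa at 0.43 (0.35 to 0.50) and Ccl4 at −1.28 (−1.33 to −1.24), and Lyve1 had 2 UMIs in the cordycepin group and 193 in the combination treatment group. With cells thinned, the mean M1 score was 0.132 (SD 1.03) in the cordycepin group and −0.0978 (SD 0.962) in the combination treatment group. The mean M2 score was −0.0379 (SD 1.00) and 0.0281 (SD 0.998), and both differences were well below the SD between cells. The thinned M2 difference lay within the 0.1 up to which scores were not called to differ. In 1000 simulated cells of 1 profile, fewer than the groups hold, the thinned M2 score differed by 0.111 from sampling alone. Without thinning, the M2 means were −0.200 and 0.149, and the simulated cells differed by 0.888. The simulated depths lay further apart than those of the libraries, so 0.888 does not give the size of a depth effect here. The unthinned M2 difference between the groups can still not be told apart from one of depth.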

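In macrophage-like cells Cd40 had 345 UMIs or 32.8 CPM (95% interval 29.5 to 36.5) in the cordycepin group. In the combination treatment group it had 619 UMIs or 27.2 CPM (25.1 to 29.4). This was a log2 ratio of −0.27 (−0.46 to −0.08), or of −0.42 relative to the median gene. The log2 ratio was below 0 in 10 of 11 alternatives. Among these 10, its interval included 0 on log-normalised values (−0.36 to 0.004) and at a clustering resolution of 0.3 (−0.36 to 0.07). It also included 0 with the combination library thinned to matched depth (−0.48 to 0.03), an alternative chosen after the data were seen. With Gm42418 left out of all counts before clustering, an alternative chosen after the data were seen, the log2 ratio was 0.06, but a smaller total raises every ratio, and the value relative to the median gene does not rest on the total. In all dendritic-like cells Cd40 had 46.2 (38.4 to 55.0) and 48.96 (43.9 to 54.5) CPM, a log2 ratio of 0.08 (−0.22 to 0.39), or of −0.05 relative to the median gene, which is within the counting error. Of these 1496 cells, 583 were monocyte-like and 514 macrophage-like by markers in a further round of clustering. In the 399 named as DCs, an alternative chosen after the data were seen, Cd40 had 66.1 (48.0 to 88.7) and 61.2 (50.2 to 74.0) CPM, a log2 ratio of −0.11 (−0.63 to 0.43). With cells thinned, 5.32% (3.66 to 7.42) of dendritic-like cells of the cordycepin group and 4.47% (3.22 to 6.04) of those of the combination treatment group had a Cd40 UMI, and 14.95% and 24.4% without thinning, at median depths of 4239 and 7140.5 UMIs. Macrophage-like cells had a Cd40 UMI in 3.10% (2.38 to 3.95) and 2.15% (1.64 to 2.77) of thinned cells, and in 13.6% and 15.7% without thinning, at median depths of 4556 and 7705 UMIs. Thinning leaves fewer UMIs for other genes where Gm42418 takes more, and it took 3.32% and 20.2% of the UMIs of macrophage-like cells. With Gm42418 left out before thinning, an alternative chosen after the data were seen, the shares were 3.25% and 2.64% in macrophage-like and 5.50% and 6.31% in dendritic-like cells. In CD8 T-like cells without broad cluster 20, which should lack Cd40, a Cd40 UMI was found in 0 of 1159 thinned cells of the cordycepin group and in 0 of 1019 of the combination treatment group, which allows shares of up to 0.259% and 0.294%, at median depths of 2529 and 4798 UMIs.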

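Over the 9 macrophage-like and dendritic-like clusters, the log2 ratio of Ccl2 between the combination treatment group and the cordycepin group was below 0 in 9, from −1.90 to −0.91, and its 95% interval excluded 0 in each. Ccl9 was higher in 8 of the 9 clusters, from −0.03 to 0.99, with an interval above 0 in 6, and was above the median gene in 9. Cd40 was higher in 3 and lower in 6, from −0.56 to 0.22, with an interval below 0 in 2. It was above the median gene in 4 and below it in 5. With Gm42418 left out of the totals, which raises every ratio, Cd40 was higher in 7. Cxcl9, a chemokine gene on chromosome 5 of GRCm38 from 92321347 to 92328079, was higher in 3 and lower in 6, from −1.57 to 0.66. It was above the median gene in 3 and below it in 6. With Gm42418 left out of the totals, Cxcl9 was higher in 6. In CD8 T-like cells without broad cluster 20, Ccl2 had 91.6 CPM (81.7 to 102) in the cordycepin group and 32.9 (28.3 to 38.1) in the combination treatment group, and Ccl9 had 15.7 (11.8 to 20.5) and 12.1 (9.34 to 15.4), which is a level that free RNA and doublets together reach in cells of another class, since most cells of CD8 cluster 8 with its myeloid genes are among them.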

Finally, the combination treatment could regulate *CCL2* and *CCL9* to mediate the functions of macrophages.

### Anti-CD47, in combination with cordycepin, regulates CD8^+^ T-cell-mediated antitumor immune response

Because of the increased expression of CD40 in myeloid cells in the combination treatment group, we further explored the proportions of various T-cell subsets. The scRNA-seq data on CD8^+^ T cells were chosen to reduce the dimension of features. Moreover, the DEGs were used to discriminate 10 clusters (Figure 5A). 

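The 2277 CD8 T-like cells, 1200 of the cordycepin group and 1077 of the combination treatment group, formed 9 clusters. They include broad cluster 20, so the clusters are compared by number. Cluster 1, led by Ppp1r14b, Nme1 and genes of ribosomal proteins, held 21.5% (95% interval 19.2 to 23.9) of the cells of the cordycepin group and 18.2% (15.9 to 20.6) of those of the combination treatment group. Cluster 3, led by Ifitm1, Ifitm2 and Ifitm3, held 14.3% (12.3 to 16.4) and 11.1% (9.32 to 13.2), and cluster 4, led by the interferon-response genes Ifit1 and Rsad2, held 11.3% and 11.05%. Cluster 5, led by Nrgn, Ccr7 and Irf8, held 2.83% (1.97 to 3.94) and 4.36% (3.22 to 5.76). Cluster 6 was led by mitochondrial genes and held 2.42% and 3.90%, and cluster 7, led by the heat-shock genes Hspa1b and Hspa1a, held 2.25% and 3.90%. Cluster 8, led by myeloid genes such as Cd74 and Tyrobp, held 3.75% and 1.76%, and Scrublet called 40.6% of its cells doublets.

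**Figure D4:**
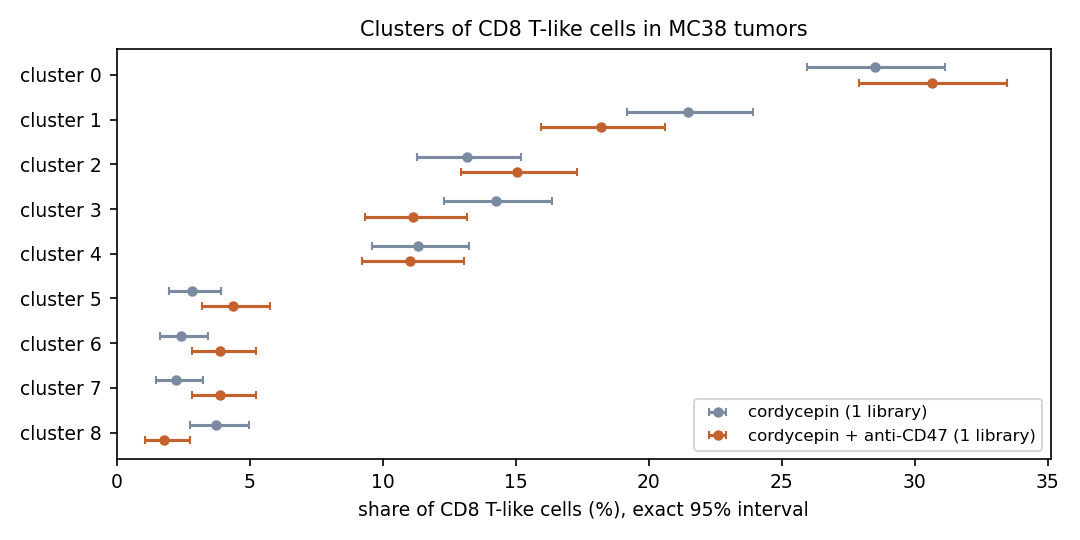
Shares of the 9 clusters among the CD8 T-like cells of each library, in percent, with points for the share and bars for the exact 95% binomial interval. Cluster 0 is the largest in both groups, followed by cluster 1 at 21.5% and 18.2%.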

The C0 cluster represented a majority of CD8^+^ T cells, which exhibited high levels of *CCL5*, *Rgs1*, and *Itga4* (Figures 5B, C). In addition, the combination treatment decreased these clusters (Figure 5D). In contrast, the combination treatment increased the C1 cluster, which showed high expressions of *Mki67*, *Top2a*, and *Hist1h1b*. 

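Cluster 0 of the CD8 T-like cells was taken as the counterpart of C0, because its cells had the highest mean of scaled Ccl5, Rgs1 and Itga4, at 0.262, followed by the interferon-response cluster 4 at 0.217. It was the largest cluster, with 672 cells. The 3 genes were not used to form the clusters, but they served to choose this one, so their levels in it are not an independent result. At a clustering resolution of 0.3 the cluster highest in these genes held 59.4% of the CD8 T-like cells of the cordycepin group and 59.8% of those of the combination treatment group.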

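Cluster 0 held 342 cells or 28.5% (95% interval 25.96 to 31.1) of the CD8 T-like cells of the cordycepin group and 330 cells or 30.6% (27.9 to 33.5) of those of the combination treatment group, a difference of 2.14 percentage points within the counting error. The direction depended on the processing. The difference was above 0 in 3 of 12 alternatives and below 0 in 9, and with batch correction it ranged from −3.71 to 3.67. Without batch correction it was −58.7, where the cluster held 59.2% of the cells of the cordycepin group and 0.554% of those of the combination treatment group.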

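Cluster 2 of the CD8 T-like cells, with Mki67 and Hist1h1b among its leading genes, was taken as the counterpart of C1. It was chosen by its score over other genes of cell division, not by the genes the paper names for C1. It held 158 cells or 13.2% (95% interval 11.3 to 15.2) of the CD8 T-like cells of the cordycepin group and 162 cells or 15.04% (12.96 to 17.3) of those of the combination treatment group. The difference of 1.88 percentage points was within the counting error. It was above 0 in 12 of 12 alternatives, from 1.37 to 4.85, the highest value being that without batch correction.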

To explore the function of all clusters, we determined the exhaust score and cytotoxic score for all clusters. We found that the C0 cluster and the C1 cluster had lower exhaustion (Figures 6A, B). In addition, the C8 cluster got the highest exhaust score (Figure 6C). 

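The paper's text does not list the genes of these scores, so an exhaustion score of 8 genes with Pdcd1, Lag3 and Havcr2 among them and a cytotoxicity score of 9 genes, both written by hand, were scaled to a mean of 0 and an SD of 1 over the CD8 T-like cells, thinned. The exhaustion score averaged −0.0785 (SD 0.915) in cluster 0 and −0.0631 (SD 0.980) in cycling cluster 2, and without thinning −0.115 and 0.0104. Against all other CD8 T-like cells, cluster 0 differed by −0.111 and cluster 2 by −0.0734, both far below the SD between cells. For cluster 0 the difference was below 0 in 13 of 14 alternatives, and it was 0.1396 with the combination library thinned to the depth of the cordycepin library before clustering, an alternative chosen after the data were seen, in which the cluster taken as C0 held only 7.24% of the CD8 T-like cells of the cordycepin group and was the one with the highest exhaustion score. For cluster 2 it was below 0 in 12 of 14, with 0.0121 without thinning and 0.00146 in the library thinned to matched depth. The cytotoxicity score averaged 0.202 (SD 0.962) in cluster 0 and −0.443 (SD 0.893) in cluster 2.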

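The highest mean exhaustion score of the 9 clusters was that of cluster 5, with 81 cells led by Nrgn, Ccr7 and Irf8, at 0.802 (SD 1.47), and at 1.41 (SD 1.31) without thinning. It was 0.368 in the 34 cells of the cordycepin group and 1.12 in the 47 of the combination treatment group. The next highest was cluster 8, which holds myeloid genes, at 0.148 (SD 1.30), and the other clusters lay between −0.0785 and 0.0406. The score of the highest cluster exceeded that of the other cells by 0.832, and by 0.1396 to 1.46 in 14 alternatives, in each of which the highest cluster was found anew. The lowest value is from the library thinned to matched depth, where the highest cluster was the one taken as C0, and in the 13 others it was not. Over all CD8 T-like cells the mean exhaustion score was −0.0903 (SD 0.882) in the cordycepin group and 0.101 (SD 1.11) in the combination treatment group, and the mean cytotoxicity score 0.225 (SD 1.00) and −0.251 (SD 0.938). These cells include broad cluster 20, so the groups are not compared by these means. Outside cluster 5 the exhaustion mean was also higher in the combination treatment group in each cluster. It was −0.177 and 0.152 in cluster 1, and −0.0954 and −0.0609 in cluster 0. The cytotoxicity mean was lower in the combination treatment group in each cluster except cluster 6. That mean was 0.435 and −0.0390 in cluster 0, 0.598 and −0.109 in cluster 3, and −0.493 and −0.262 in cluster 6.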

Because the C0 cluster accounted for a significant proportion among all clusters, we used TCGA database to test the function of the C0 cluster for PFS in digestive tract malignancy. We set up a COX survival model using the DEGs of the C0 cluster (Supplementary Figure S2A). The survival data on CRC were chosen to test the COX model. We found that the low-level group showed better PFS (Figure 6D). To evaluate survival prediction, we found that the 5-year AUC of the COX model was 0.711 (Figure 6E), indicating that the COX survival was an accurate prediction model for the 5-year PFS of CRC. Carcinoma data from the TCGA were used to test the COX model. It was confirmed that patients in the low-score group had better PFS (Figure 6F). GC and ESCC data from the TCGA were used to test the COX model. We found that the PFS for GC and ESCC might be prolonged using the combination treatment through regulating CD8^+^ T-cell subsets (Supplementary Figures S2B, C). Therefore, we confirmed that the combination treatment would regulate CD8^+^ T-cell subsets, which could decrease the C0 cluster to improve PFS for digestive tract malignancy.

**FIGURE 5:**
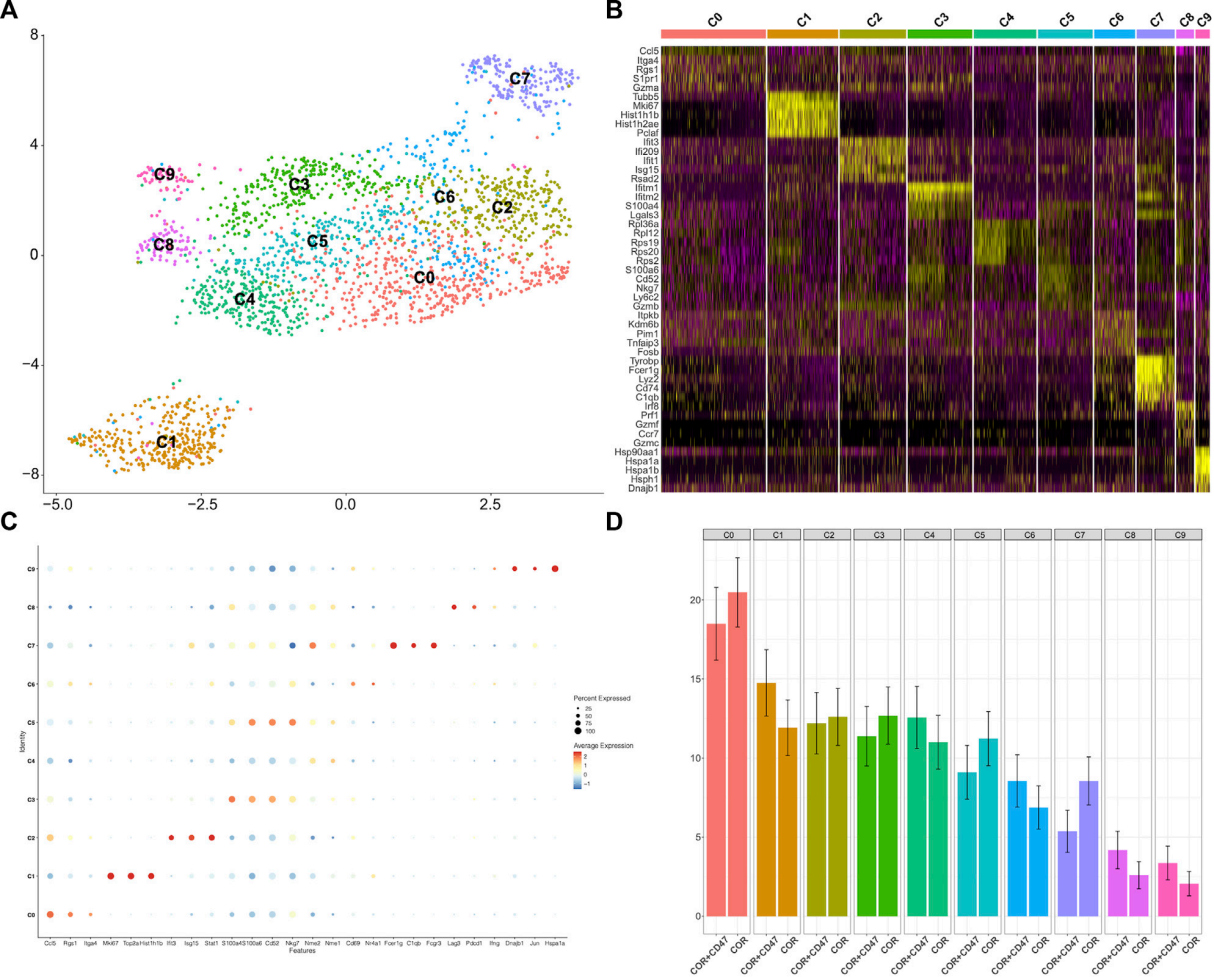
scRNA-seq analysis is used to test the changes of CD8^+^ T cells **(A)**. UMAP plots of the scRNA-seq dataset show sub-clustering of CD8^+^ T cells **(B)**. Individual CD8^+^ T-cell clusters in the scRNA-seq data could be identified phenotypically based on a heatmap of CD8^+^ T-cell lineage and functional markers **(C)**. A dot plot showed the expression levels and activity scores of known phenotypic markers in each CD8^+^ T-cell cluster **(D)**. The proportions of different subpopulations of CD8^+^ T cells are shown by bar graphs in MC38 tumors from the combination treatment group or cordycepin group.

**FIGURE 6:**
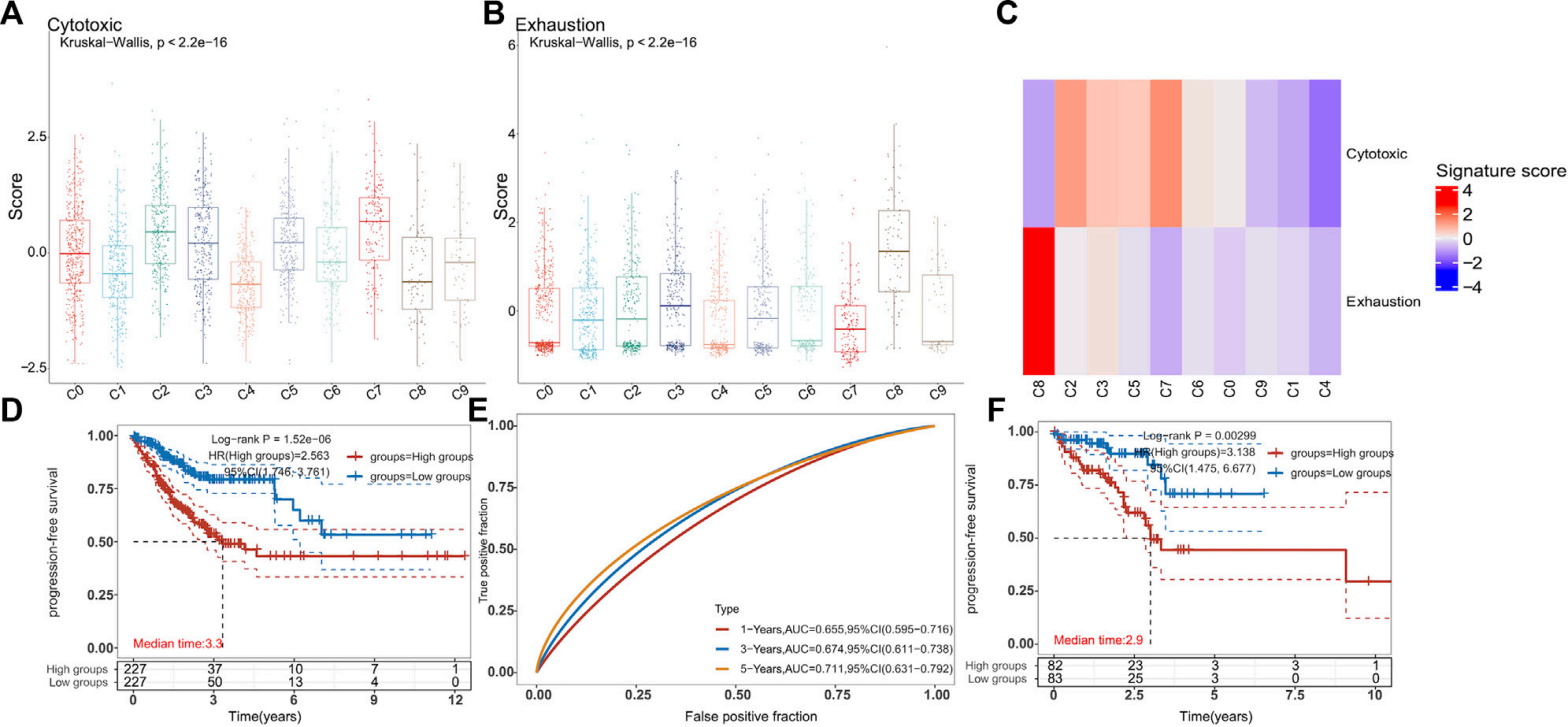
Combination treatment is confirmed to increase the PFS of patients with digestive tract malignancy by regulating the CD8^+^ T-cell sub-cluster **(A–C)**. In the scRNA-seq data, boxplots and heatmaps showed the cytotoxicity and exhaustion signature scores for each CD8^+^ T-cell cluster. The VISION method was used to calculate signature scores for each cell cluster (two-sided Wilcoxon test) **(D)**. KM survival curves of TCGA-CRC patients (*n* = 455) grouped by the averaged expression of the COX model (with the median value as the threshold). HR (high expression) represents the hazard ratio of the low-expression sample relative to the high-expression sample. HR (95% Cl) represents the median survival time (LT50) for different groups. The blue line represents the low expression of the average expression of the COX model, and the red line represents the high expression **(E)**. The ROC model was used to test the accurate survival prediction for 1 year, 3 years, and 5 years. The higher AUC score corresponded to higher predictive power **(F)**. The rectal cancer data and clinical information were downloaded from TCGA database (*n* = 165). KM survival curves **(F)** were the same as **(E)**.

### Combination treatment changes the proportion of TAMs

We used flow cytometry to test the changes in TILs and TAMs in MC38 tumor-bearing mice. We explored the effect of the combination treatment on myeloid cells. First, macrophages were gated as MHC-II and F4/80, and DCs were gated as MHC-II and CD11c. Moreover, we used the expression of CD206 to distinguish M1-like and M2-like macrophages (Figure 7A). We found that the proportion of myeloid-derived suppressor cells (MDSCs) was not significantly changed (Figure 7C). Therefore, it was confirmed that the combination treatment increased the proportion of DCs (Figures 7B, D). In addition, the proportion of macrophages was not significantly changed (Figures 7B, E). However, the proportions of macrophage subsets were adjusted: the number of M1-like macrophages was increased, and the number of M2-like macrophages was decreased (Figures 7F–H). In addition, the proportion of TILs was confirmed by flow cytometry, showing that the proportions of CD3^+^ T cells, CD4^+^ T cells, and CD8^+^ T cells were not significantly changed (Supplementary Figures S3A–D). These findings suggested that the combination treatment could regulate CD8^+^ T-cell subsets rather than increase the proportion of CD8^+^ T cells.

**FIGURE 7:**
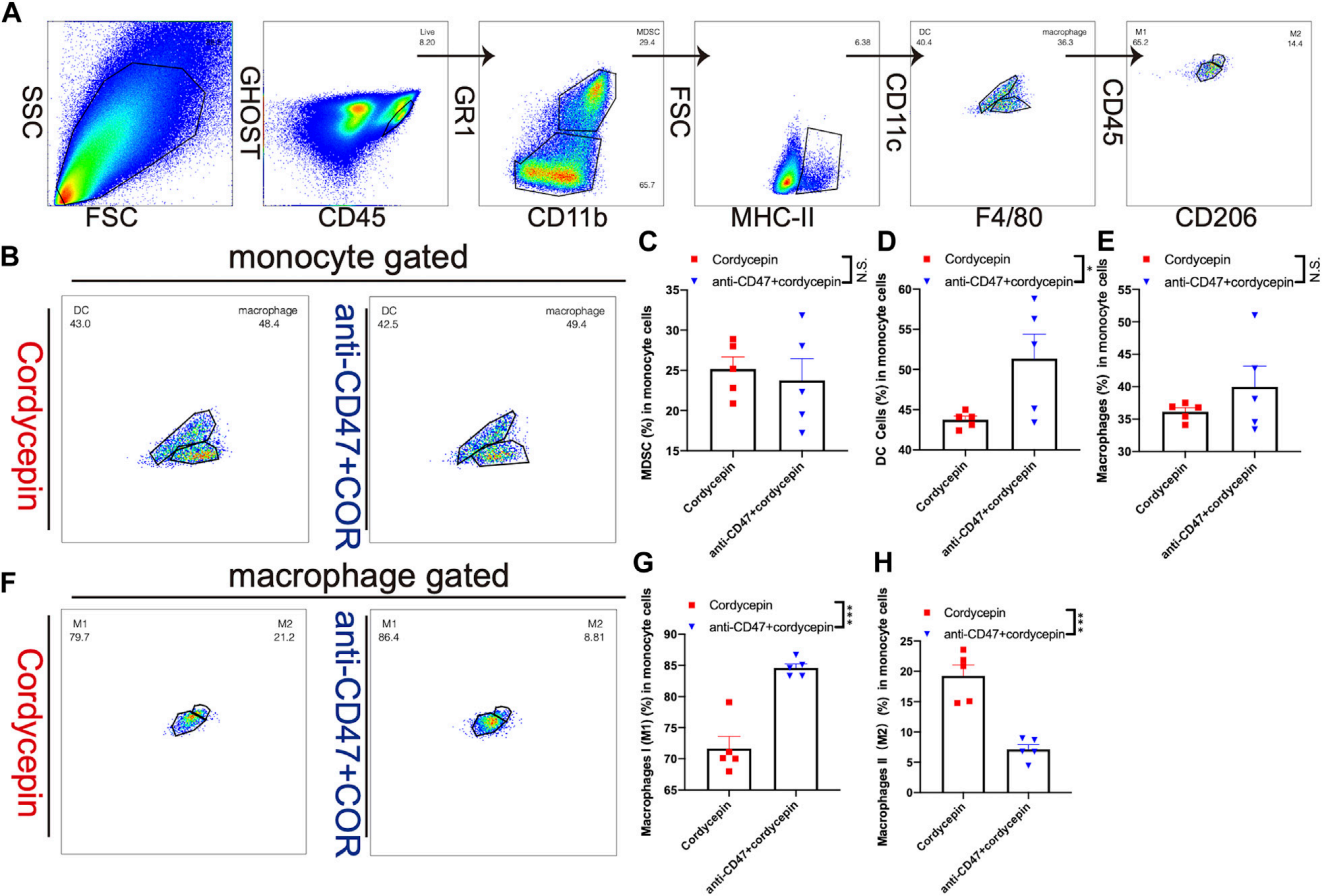
Change level of TAMs is shown by flow cytometry **(A)**. Gating strategy for flow cytometric phenotyping was used to identify the proportions of macrophages and DCs **(B)**. Different proportions of macrophages and DCs are shown by a dot plot. (*n* = 5, representative results from three independent experiments) **(C–E)**. Bar graphs show a difference in the proportions of MDSCs, macrophages, and DCs. The error bars showed SEM representative results from three independent experiments **(F)**. Different proportions of M1-like and M2-like macrophages (*n* = 5, representative results from three independent experiments) **(G, H)**. Bar graphs show different proportions of M1-like and M2-like macrophages. Error bars show SEM representative results from three independent experiments. n. s. (not significant) *p* > 0.05, ^*^ *p* < 0.05, ^**^ *p* < 0.01, ^***^ *p* < 0.001, and ^****^ *p* < 0.0001.

## Discussion

In the present study, we examined the effect and explored the mechanism of the combination treatment of the anti-CD47 antibody and cordycepin. Cordycepin has been well known as an effective tumor inhibitor, while its inhibitory effect on macrophages can also limit its antitumor effect. Our current study aimed to reveal whether the combination treatment had a remarkable effect against MC38 and CT26 tumor-bearing mouse models. Using the scRNA-seq technique, we confirmed that the combination treatment increased the proportion of M1-like macrophages and decreased the proportion of M2-like macrophages. In addition, the combination treatment could increase the CD8^+^ T subset to improve the survival of patients with digestive tract malignancies. Finally, flow cytometry showed that the combination treatment could increase the proportion of M1 macrophages and decrease the proportion of M2 macrophages.

In Chinese traditional medicine, *Cordyceps militaris* has been confirmed as an essential medicine dealing with fever, hemoptysis, and tumors (Hsu et al., 2008; Das et al., 2020). Cordycepin is the potent, effective constituent of *Cordyceps militaris*. It is widely accepted to be a direct antitumor inhibitor. Cordycepin is improved to decrease the drug resistance of NSCLC by inhibiting the AMPK signaling pathway and inhibit NSCLC with cisplatin resistance by the AMPK signaling pathway and AKT signaling pathway (Wei et al., 2019) (Liao et al., 2020). Moreover, a combination of cordycepin and apatinib can suppress the progression of NSCLC *via* the VEGF/PI3K/AKT signaling pathway (Wei et al., 2019). For breast cancer, cordycepin is confirmed as an essential inhibitor of the Hedgehog pathway, which can regulate angiogenesis, aggressive molecular subtypes, and the metastatic potential of this malignancy (Liu et al., 2020a; Wu et al., 2022) (Di Mauro et al., 2017; Riaz et al., 2018). Because of the high correlation between breast cancer and hormone secretion, cordycepin also serves as a direct inhibitor for ER-independent breast cancer (Choi et al., 2011). Cordycepin has been shown to be a direct inhibitor in many studies of CRC (Lee et al., 2013; Deng et al., 2022). In addition to the direct killing effect of cordycepin, the effect of cordycepin on the TME should be considered. It has been reported that cordycepin is an excellent inhibitor of acute inflammation (Lan et al., 2021; Wei et al., 2021; Chen et al., 2022). Studies have shown that cordycepin can increase the polarization of M2-like macrophages and downregulate M1-like macrophages in sepsis mouse models (Chen et al., 2022). In Alzheimer’s disease, cordycepin has been found to enhance the polarization of microglia from M1 to M2 (Wei et al., 2021). Cordycepin has also been observed to decrease macrophage function and increase M2 polarization in multiple models of inflammation. Although cordycepin has a significant effect on suppressing tumor growth, its suppressive effect on macrophages limits its antitumor activity.

Blockade of CD47 signaling is a recently developed regimen targeting macrophages and DCs (Tahk et al., 2021; Cao et al., 2022). Targeting the CD47/SIRP signaling pathway can increase the antibody-dependent cellular phagocytosis (ADCP) of macrophages and regulate macrophage polarization (Kulkarni et al., 2018; Chen et al., 2019). For melanoma, breast cancer, and NSCLC, blocking the CD47/SIRPα pathway is an effective treatment strategy (Zhang et al., 2017; Hu et al., 2020; Rao et al., 2020). Moreover, sorafenib, in combination with anti-CD38 and anti-GD2 antibodies, can significantly increase its effect on inhibiting the tumor (Huang et al., 2021; Müller et al., 2022; Theruvath et al., 2022). However, because of the broad expression of CD47, an essential mechanism of immune regulation is the phagocytosis of old RBCs by macrophages. In clinical trials, anemia is the most common adverse effect of blocking the CD47/SIRPα pathway (Advani et al., 2018; Harrison et al., 2022). Furthermore, it has been confirmed that cordycepin can decrease the expression of CD47 on tumors in CRC (Deng et al., 2022). However, considering the inhibitory effect of cordycepin on macrophages in the TME, we did not believe that the inhibitory effect of CD47 expression would stimulate the ADCP. Notably, based on Chinese medicine theory, the regulation of cordycepin is bidirectional. Therefore, long-term cordycepin treatment could enhance immune cell function. Generally, we explored the combination treatment of cordycepin and anti-CD47 antibodies in the present study. The combination treatment could decrease the inhibitory effect of ADCP and increase the survival of CRC patients by regulating CD8^+^ T cells.

## Data Availability

The data presented in the study are deposited in the GEO repository, accession number “GSE224945”.

# Supplementary material for: Synergistic effect of CD47 blockade in combination with cordycepin treatment against cancer
**Source:** Front Pharmacol. 2023 Apr 17;14:1144330. doi: 10.3389/fphar.2023.1144330
**Supplement:** Supplementary file 1

Supplementary Material

**Synergistic effect of CD47 blockade in combination with cordycepin treatment against cancer**

**Chen Feng****^1,2,3†^, Rongzhang Chen^1,2,3†^, Weiwei Fang^1,2,3^, Xinran Gao^1,2,3^, Hanjie Ying**^4^**, Xiao Zheng**^1,2,3^**, Lujun Chen^1,2,3*^ and** **Jingting Jiang^1,2,3*^**

## Supplementary Figures

**Supplement Figure 1. A.** Process was shown the combined treatment for MC38-bearing mice model in single cell RNA sequencing. **B.**  process was shown the flow of sample preparation for single cell RNA sequencing. **C.** The dot plot was shown the clustering of cells on the UMAP plots of the scRNA-seq dataset.

**Supplement Figure 2. A.** The differential gene of C0 cluster were used to set up a cox survival model. The upper dot plot was used to represent risk score from low to high and different colors represent different groups. The middle dot plot was used to show the time level responding survival status. The lower dot heatmap represents the expression level of COX model. **B.** The Gastric cancer data from TCGA was used to test the COX model. **C.** The esophageal carcinoma data from TCGA was used to test the COX model.

**Supplement Figure 3. The change percentage of TIL was tested by** **flow cytometry. A.** Gating strategy for flow cytometric phenotyping of TIL. d (n=5 Representative results from three independent experiments.) **B**, **C** and **D.** Bar graphs were shown a difference in the percentage of CD3^+^T cells, CD4^+^ T cells, and CD8^+^ T cells. And error bars show S.E.M. Representative results from three independent experiments. n.s. (not significant) *P*>0.05, ^*^*P*<0.05, ^**^*P*<0.01, ^***^*P*<0.001, and ^****^*P*<0.0001.

How the deposited data were processed for this re-analysis (not part of the article)

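CD45-selected cells of subcutaneous MC38 tumors were profiled by droplet-based scRNA-seq, with 1 library of the cordycepin group and 1 of the combination treatment group. The authors made 3' libraries with unique molecular identifiers, aligned the reads to the mouse genome mm10 with Cell Ranger and deposited the UMI count of each gene in each called cell, without normalization. The paper's text and the labels do not state the annotation release. Of the 32285 genes listed, 32158 (99.6%) had their identifier in GENCODE vM21 of GRCm38, from which the coordinates were taken. The files held no other column of per-sample values.

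Cells with 200 to 6000 genes, more than 1000 UMIs and a mitochondrial share of at most 10% were kept. For the broad clusters, counts were scaled to 10000 UMIs per cell and log-transformed, 2000 variable genes and 40 components were used, and the libraries were aligned by an implementation of Harmony in Python (theta 2, sigma 0.1, lambda 1). Cells were clustered by the Leiden method (leidenalg 0.10.2, igraph 0.11.9) on a graph of shared neighbours among 20 neighbours, at a resolution of 1.2 and seed 1. Myeloid-like and CD8 T-like cells were clustered again on the residuals of sctransform 0.4.2 in R 4.3.3, with 3000 variable genes, 30 components and a resolution of 0.6, leaving out the genes of the paper's claims. Other steps used Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, scikit-learn 1.9.0 and scanpy 1.11.5, whose Scrublet was run with an expected doublet rate of 0.06. Doublets were kept, and removing them was an alternative.

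A cluster was named from its marker genes where at least 3 were detected in a share of 0.1 of its cells. The minimum naming score of 0.3, the score of 0.5 for a mixed cluster and the score of 1 for cycling cells were set after the data were seen, as were leaving the mixed cluster out of both classes, the third round of clustering within the dendritic-like cells, reading Il4ra for Il4r, and the exhaustion scores of the C0-type and the cycling cluster as results of their own. An exploratory clustering preceded the one reported. The leading genes of a cluster were the 10 highest by fold among genes in at least 25% of its cells. The genes named are those of the paper's single-cell results, the 5 with the largest log2 ratio each way among genes with at least 200 UMIs in macrophage-like, dendritic-like and CD8 T-like cells, Cd47, Sirpa and Ptprc, and the checks Xist, Ddx3y, Hbb-bs, S100a8 and Krt18. Genes named beyond this rule lead a cluster or bear on a check.

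A score was the mean log-normalized expression of a list relative to all genes of the cell, scaled over the cells of the class. A macrophage-like cell was M2-like where its M2 score was at least its M1 score. Each cell was thinned to 1000 UMIs for scores and for shares of cells with a UMI. No kept cell fell below that number. UMIs of a gene were summed per class and library and compared as log2 ratios of UMIs per 1000000 UMIs (CPM). As each group is 1 library, no test was made. Exact 95% binomial and Poisson intervals cover counting error only, and a count of 0 was read as up to 3 counts. A score was called to differ only where the difference was above 0.1, a rule set after the data were seen.

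The alternatives were removing called doublets, other limits on UMIs and mitochondrial share, no batch correction, keeping the claim genes, log-normalised values, resolutions of 0.3 and 1.0, seed 2, other scores and gene lists, thinning to 2000 UMIs or not at all, means over cells, and CD8 cells chosen by their UMIs. Thinning the combination library to the depth of the cordycepin library, leaving out Gm42418, counting the mixed cluster as CD8 T-like, leaving broad cluster 20 out of the CD8 T-like cells, taking the genes that name clusters out of the hypoxia list, keeping only the dendritic-like cells named as DCs in the third round, and leaving out Gm42418 before thinning were added after the data were seen.

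The calculations were tested on simulated data. Over 9879 simulated genes, 95.2% of the intervals held the true log2 ratio, and 100% of 189 changed genes had the right sign. Of 2000 simulated cells, 100% fell in a cluster of their own type. For 1000 simulated cells of 1 profile at 2 fixed depths, the M2 score differed by 0.111 with thinning and by 0.888 without it. These depths lay further apart than those of the libraries. The thinned value is sampling error, since thinned cells of 1 profile no longer differ in depth. Of 1000 drawn shares, 95.7% lay within the exact interval. Flow cytometry, survival data and the bulk expression data of the paper were not analysed here. A further test on the MHC class II cluster is not reported here.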

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

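The tests on Xist, on Gm42418, on Hbb-bs in the drop with the most, in macrophage-like cells and outside the drops with the most, and on Ptprc without thinning were chosen only after the results were seen. Each result below is a signal in genes or cells that the paper does not discuss.

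Gm42418 took 21.6% of the UMIs of the combination library and 3.96% of those of the cordycepin library, a ratio of 5.45. More low-quality cells in the combination library are argued against, since among 2890 and 2924 cells of the libraries with a mitochondrial share between 0.237% and 0.669%, a band chosen after the values were seen, the log2 ratio was 2.65, with 3.57% and 22.3% of the UMIs. Ribosomal RNA taken up in library preparation may explain it and stays open. The log2 ratio was above 0 in each of the 10 classes, from 1.44 in fibroblast-like cells to 2.95 in NK-like cells. With 1 library per group, a difference in library preparation and an effect of the treatment cannot be told apart.

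Xist had 37019 UMIs in the kept cells of both libraries, while Ddx3y had 0. The paper states that its mice were male. A gene list without Y-linked genes is argued against, because 4 of the 4 Y-linked genes looked at were listed. Free Xist RNA around leukocytes of males is argued against too, since these 4 genes together had 1 UMI, against 19497 UMIs of their X-linked relatives. Leukocytes of females remain as a candidate explanation. The lowest share of thinned cells with Xist over 6 leukocyte classes and both libraries was 21.1% and the highest 47.7%, and the 1 UMI of a Y-linked gene was not predicted. In fibroblast-like cells the share was 7.43%. No biological explanation that the design names was tested.

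Hbb-bs had 4828 UMIs in 109 cells of the combination library and 12 UMIs in the cordycepin library. Red blood cells in a few drops may account for it, with 99.2% of the UMIs in the 1% of cells with the most. This test is weak, since that 1% is 71 cells and 109 cells held the gene. In a number of drops chosen after the values were seen, 8 drops held 97.7% of the Hbb-bs UMIs and 97.9% of those of Hba-a1, and the next drop held 6 UMIs. The drops ranked 2 to 5 were fibroblast-like, with 281, 224, 222 and 186 UMIs, a class of 1.57% of the combination library. Red blood cells falling evenly over the classes would not give this, and its cause was not tested. Free RNA as the source of the bulk is argued against by the 73.3% of the UMIs that lay in 1 CD4 T-like cell, although the comparison set in advance came out as free RNA would, with thinned shares of 0.464% in CD8 T-like, 0.205% in CD4 T-like and 0.371% in macrophage-like cells. Outside these drops the share of 0.371% of macrophage-like cells, against 0.372% of CD8 T-like cells, keeps free RNA open. Uptake by macrophages as the source of the bulk is argued against by the 1.14% of the UMIs that lay in macrophage-like cells. The comparison set in advance, with CD8 T-like cells, decides nothing, since 1 drop of 55 UMIs fixes it. Outside the 8 drops uptake stays open, with 2.42 CPM (1.82 to 3.15) in macrophage-like and 1.51 (0.689 to 2.86) in CD8 T-like cells, whose intervals overlap.

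Of the CD45-selected cells, 148 were fibroblast-like, 0.623% (0.437 to 0.861) of the cordycepin group and 1.57% (1.30 to 1.89) of the combination treatment group. Doublets with leukocytes as the source of most of them are argued against, since a doublet holds all UMIs of its leukocyte, and without thinning 17.6% (11.8 to 24.7) had a UMI of Ptprc, which encodes CD45, against 79.9% (79.2 to 80.6) of all other kept cells and 60% of granulocyte-like cells, the lowest share of a leukocyte class over both libraries. The thinned shares set in advance decide nothing, since thinning dilutes a leukocyte in a drop of many UMIs. For the 26 cells with a Ptprc UMI, doublets stay open, although Scrublet called none. How these cells passed the selection, and whether the treatment changes their share, was not tested.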

How the results depend on the processing

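The alternatives that thin the combination library to the depth of the cordycepin library, leave out Gm42418, count the mixed T cell and myeloid cluster as CD8 T-like, leave broad cluster 20 out of the CD8 T-like cells, take the naming genes out of the hypoxia list, keep only the dendritic-like cells named as DCs in the third round or leave out Gm42418 before thinning were chosen only after the results were seen. No paired analysis was possible because each group is 1 library. For 23 results, the alternatives set in advance gave 147 values within the counting error, or within 0.1 for scores, 50 beyond it and 2 that changed the sign of a difference beyond it, and the added ones 36, 14 and 2. A difference that was not beyond it changed sign in 14 and 5 of the values counted as within or beyond it, most often that of the C0-type cluster. Where no cause is named, the cause was not tested. Shares are differences in percentage points, expression is given as log2 ratios, and both are the combination treatment group against the cordycepin group. Scores are differences between clusters.

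With a mitochondrial share of at most 5%, 12820 cells were kept and Cxcl9 was −0.51. With more than 500 UMIs, 13816 cells were kept. With called doublets removed, 12634 cells were kept, the share of the C0-type cluster was −2.48, and the scores were 1.02 for hypoxia, 0.248 for exhaustion and 0.174 for cytotoxicity. Scores against matched control genes gave 13.6 for the M2-like share, and lists without C1qb, C1qc and the cathepsins 4.51. Without thinning, the M2-like share was 14.7, hypoxia 1.01 and exhaustion 1.46, and with 2000 UMIs exhaustion was 1.02. With seed 2, exhaustion was 0.669. As means over cells, Ccl2 was −1.09 and Cxcl9 −0.71.

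Without batch correction, the share was 3.61 for M2-like, −9.36 for Spp1/Arg1/Mmp12-like, 6.22 for dendritic-like, 23.7 for macrophage-like, −58.7 for the C0-type cluster, 4.85 for cycling CD8 T-like and −10.4 for all cells named CD8 T-like. The scores were 1.05 for hypoxia, 0.241 for TNF, 0.704 for exhaustion and 0.410 for cytotoxicity, and the log2 ratios −1.18 for Ccl2, 0.25 for Ccl9 and −0.55 for Cxcl9.

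At a resolution of 0.3, which gave no Mrc1-like cluster, the share was 11.5 for M2-like, −2.42 for Spp1/Arg1/Mmp12-like and −2.52 for macrophage-like cells, the scores were 0.128 for M2, 0.503 for TNF and 0.460 for exhaustion, and Ccl2 was −1.18. At 1.0, hypoxia was 1.01, exhaustion 0.432, Ccl2 −1.05 and Ccl9 0.54. On log-normalised values, where Spp1/Arg1/Mmp12-like cells were only 1.82% and 1.62% of the myeloid-like cells, the hypoxia difference vanished at −0.000112, TNF reversed to −0.336, the M2 score was 0.169 and cytotoxicity 0.484, and the share was −0.202 for Spp1/Arg1/Mmp12-like cells and −1.96 for the C0-type cluster. With the claim genes kept, the share of the C0-type cluster was −3.71, hypoxia 1.03, exhaustion 0.942 and cytotoxicity 1.02.

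With the combination library thinned to matched depth, the M2-like share was 13.8, the M2 score 0.135, TNF 0.488, exhaustion 0.1396, Ccl2 −1.08 and Ccl9 0.53, and the exhaustion score of the C0-type cluster, there also the highest cluster, reversed to 0.1396. Without Gm42418, the M2 score was 0.130, exhaustion 0.944, Cd40 0.41 in dendritic-like cells, Ccl2 −0.86, Ccl9 0.67 and Cxcl9 −0.17, and Cd40 in macrophage-like cells changed sign to 0.060. A smaller total raises each ratio by construction, so this sign is no finding on Cd40. In the dendritic-like cells named as DCs, Cd40 was −0.11. With Gm42418 left out before thinning, the share of cells with a Cd40 UMI was −0.61 in macrophage-like and 0.81 in dendritic-like cells, against −0.95 and −0.84. With the mixed cluster as CD8 T-like, exhaustion was 0.630 and cytotoxicity 0.443.

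The M2-like share was higher in the combination treatment group in 16 of 16 alternatives, and Ccl2 was lower and Ccl9 higher in 11 of 11. The exhaustion score of the cycling cluster, −0.0734, was within 0.1 of 0 and became 0.0121 without thinning and 0.00146 at matched depth. The lower depth of the cordycepin library, with a median of 3558 UMIs per kept cell, limits the shares of cells with a UMI and the scores. Matched depth refers to total UMIs, so Gm42418 leaves fewer UMIs of other genes in the combination library there.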

Differences from the paper's values

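All values of the paper below were read by eye from its figures, and the clusters here were rebuilt from the counts. A gap counts as closed where 1 value is at most 1.5 times the other, which leaves room for a sizeable difference.

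Spp1/Arg1/Mmp12-like macrophages were 14.4% of the myeloid-like cells of the combination treatment group, against about 23% for the paper's Mac.Mmp12 cluster in Fig. 3C. Of the alternatives set before the data were examined, a resolution of 0.3 closed the gap with 19.3%, and the 7 others did not. M1-like macrophages were 55.2% of the macrophage-like cells of the cordycepin group, against about 33% in the paper's Fig. 4B, and 14 of the 14 alternatives, from 52.7% to 58.4%, left the gap. These levels rest on the scale of the 2 scores, and unscaled scores gave 56.1%. The paper's text does not state how its scores were scaled. Neither these levels nor the ratios that follow are therefore read as a difference in the cells. The ratio of M1-like to M2-like cells was 123% in the cordycepin group, against about 49% in the paper's Fig. 4B, with 111% to 140% over 14 alternatives, none of which closed the gap. In the combination treatment group it was 88.0%, against about 53% in the paper's Fig. 4B. Scores against matched control genes, with 79.5%, and scores without thinning, with 77.8%, came within 1.5 times of it and no closer, and the 12 other alternatives did not. The C0-type cluster held 30.6% of the CD8 T-like cells of the combination treatment group, against about 18% in the paper's Fig. 5D. A resolution of 1.0 closed the gap with 21.2%, and the 8 others did not.

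Some directions and other statements also differ, and some could not be matched. The paper states fewer M2-like macrophages with the combination treatment, while the difference here was 8.42 percentage points upward by score. The M2-like shares in its Fig. 4B were about 67% in the cordycepin group and 65% in the combination treatment group. Its statement also rests on flow cytometry with CD206, a protein measure that was not analysed here. The clusters taken as M2 went down, from 40.8% to 36.2% of macrophage-like cells. The paper states a rise of CD40, while the log2 ratio of Cd40 here was −0.27 in macrophage-like and 0.08 in dendritic-like cells, or −0.42 and −0.05 relative to the median gene. Most dendritic-like cells were monocyte-like or macrophage-like by markers in a further round of clustering, a step chosen after seeing the data, and in the 399 named as DCs the log2 ratio was −0.11 (−0.63 to 0.43). In the larger classes it was 0.060 and 0.41 without Gm42418, an alternative chosen after seeing the values that raises every ratio. The paper states that C0 decreased, while its counterpart differed by 2.14 points here. It went down in 9 of 12 alternatives, some of them chosen after seeing the values, and by 3.71 points with the claim genes kept. The paper calls C0 a majority, while cluster 0 held 28.5% and 30.6%, and 59.4% and 59.8% at a resolution of 0.3. The paper gives C8 the highest exhaustion score, and cluster 5 had it here at 0.802. No cluster here was matched to C8, and cluster numbers carry no meaning between clusterings, so no difference is shown. The paper prints CCL22− for the DCs with higher CD40. Read as DCs without CCL22, this differs, since the Ccr7/Fscn1-like cells, high in Ccl22, had the higher Cd40 here, with a log2 ratio of 2.05 against other myeloid-like cells. Read as the name of a Ccl22 cluster, it does not differ.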

Other observations

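The test on the depth of the MHC class II cluster and the genes compared in it were chosen only after the result was seen.

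Mrc1-like macrophages were 3.03% of the myeloid-like cells of the cordycepin group and 4.68% of those of the combination treatment group, a difference of 1.64 percentage points. Sequencing depth is argued against as the cause, since the difference was 1.35 points with the combination library thinned to matched depth. That thinning matched total UMIs, and Gm42418 then left fewer UMIs of other genes in the combination library. With Gm42418 left out of all counts and no such thinning, the difference was 1.40 points. Handling of heme by macrophages could be a biological explanation and stays open. The test set in advance asked for 4 heme genes to be higher outside this cluster, and 2 were lower, Hmox1 with a log2 ratio of −0.12, or −0.26 relative to the median gene, and Slc48a1 with −0.21. Both lead the cluster, so cells high in them are left out of this comparison, and the intervals of the other 2 genes include 0. An effect of the antibody was not tested apart from the library.

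Cluster 1 of the myeloid-like cells, led by MHC class II genes, had a UMI of Flt3 or Zbtb46 in 0.0863% of its thinned cells, against 7.42% (4.86 to 10.8) in cluster 9. Low depth is argued against, since both were thinned alike. Fcgr1 was in 34.5% and 20.5% of the cells of clusters 1 and 9, Csf1r in 33.4% and 7.12%, and Mertk in 0.604% and 0%, the last within the counting error. Which cells make up cluster 1 stays open.

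By the rule of size, the genes with the largest log2 ratios in macrophage-like cells were Ednrb at 3.34, Gm42418 at 2.61, Mpp7 at 1.91, Gm26917 at 1.89 and Cbr2 at 1.88, and Dynlt1c at −2.14, Nkg7 at −1.96, Dynlt1a at −1.91, Gstp1 at −1.89 and Bc1 at −1.79. In dendritic-like cells they were Mrc1 at 2.75, Gm42418 at 2.74, Slc7a2 at 2.41, Fkbp5 at 1.98 and Ccl17 at 1.96, and S100a9 at −3.10, Id3 at −1.82, Dynlt1f at −1.78, Ccl7 at −1.68 and Fdps at −1.66. In CD8 T-like cells without broad cluster 20 they were Gm42418 at 2.70, Hspa1b at 1.81, Lars2 at 1.71, Cbx5 and Hsph1 at 1.42, and Gstp1 at −2.05, Erh at −1.83, Ccl7 and Mt1 at −1.77 and Xcl1 at −1.76. Dynlt1a, Dynlt1c and Dynlt1f are related genes on chromosome 17, and whether their reads are told apart was not tested.

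The log2 ratio of Cd47 was −0.11 (−0.17 to −0.04) in macrophage-like cells, and −0.26 relative to the median gene. That of Sirpa was 0.54 (0.47 to 0.62), or 0.39 relative to the median gene, and that of Ptprc 0.12 (0.05 to 0.18), or −0.04 relative to it. S100a8 had 27818.5 CPM in granulocyte-like cells of the cordycepin group and 9816 in those of the combination treatment group. Krt18, a gene of epithelial cells, had 11 and 21 UMIs over all kept cells.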
